# Demethylation of EHMT1/GLP Protein Reprograms Its Transcriptional Activity and Promotes Prostate Cancer Progression

**DOI:** 10.1158/2767-9764.CRC-23-0208

**Published:** 2023-08-31

**Authors:** Anna Besschetnova, Wanting Han, Mingyu Liu, Yanfei Gao, Muqing Li, Zifeng Wang, Maryam Labaf, Susan Patalano, Kavita Venkataramani, Rachel E. Muriph, Jill A. Macoska, Kellee R. Siegfried, Jason Evans, Steven P. Balk, Shuai Gao, Dong Han, Changmeng Cai

## Abstract

Epigenetic reprogramming, mediated by genomic alterations and dysregulation of histone reader and writer proteins, plays a critical role in driving prostate cancer progression and treatment resistance. However, the specific function and regulation of EHMT1 (also known as GLP) and EHMT2 (also known as G9A), well-known histone 3 lysine 9 methyltransferases, in prostate cancer progression remain poorly understood. Through comprehensive investigations, we discovered that both EHMT1 and EHMT2 proteins have the ability to activate oncogenic transcription programs in prostate cancer cells. Silencing EHMT1/2 or targeting their enzymatic activity with small-molecule inhibitors can markedly decrease prostate cancer cell proliferation and metastasis *in vitro* and *in vivo*. In-depth analysis of posttranslational modifications of EHMT1 protein revealed the presence of methylation at lysine 450 and 451 residues in multiple prostate cancer models. Notably, we found that lysine 450 can be demethylated by LSD1. Strikingly, concurrent demethylation of both lysine residues resulted in a rapid and profound expansion of EHMT1’s chromatin binding capacity, enabling EHMT1 to reprogram the transcription networks in prostate cancer cells and activate oncogenic signaling pathways. Overall, our studies provide valuable molecular insights into the activity and function of EHMT proteins during prostate cancer progression. Moreover, we propose that the dual-lysine demethylation of EHMT1 acts as a critical molecular switch, triggering the induction of oncogenic transcriptional reprogramming in prostate cancer cells. These findings highlight the potential of targeting EHMT1/2 and their demethylation processes as promising therapeutic strategies for combating prostate cancer progression and overcoming treatment resistance.

**Significance:**

In this study, we demonstrate that EHMT1 and EHMT2 proteins drive prostate cancer development by transcriptionally activating multiple oncogenic pathways. Mechanistically, the chromatin binding of EHMT1 is significantly expanded through demethylation of both lysine 450 and 451 residues, which can serve as a critical molecular switch to induce oncogenic transcriptional reprogramming in prostate cancer cells.

## Introduction

Prostate cancer initially responds to androgen deprivation therapies (ADT), which inhibit the transcriptional activity of the androgen receptor (AR). However, the emergence of castration-resistant prostate cancer (CRPC), a more aggressive metastatic form, poses a significant challenge (1). Second-generation ADTs, such as enzalutamide, apalutamide, and abiraterone, have been employed to treat CRPC by further blocking AR activity or androgen biosynthesis (2–4). Nonetheless, tumor cells can evade these treatments through various mechanisms, including epigenetic reprogramming of transcriptional networks mediated by alterations in chromatin reader/writer proteins (5). Consequently, targeting these epigenetic factors has emerged as a new promising strategy for CRPC treatment (6–9). Lysine methylations on histone tails play critical roles in gene transcription, with dynamic regulation by the lysine methyltransferase family proteins (KMT) and lysine demethylase proteins (KDM; ref. 10). Dysregulation of KMTs/KDMs is frequently associated with diseases, including cancer (11). In prostate cancer, mutations of *KMT2* genes (also known as mixed lineage leukemia family methylates) and dysregulation of *EZH2* (enhancer of zeste 2 polycomb repressive complex 2 subunit) and *LSD1* (lysine-specific demethylase 1, also known as *KDM1A*) are commonly observed and further enriched in CRPC (5, 12).

EHMT1 (euchromatin histone methyltransferase 1, also known as GLP) and EHMT2 (euchromatin histone methyltransferase 2, also known as G9a) are well-known SET domain-containing methyltransferases that methylate histone 3 lysine 9 (H3K9), contributing to gene transcription repression (13). Both EHMT1 and EHMT2 are aberrantly expressed in various cancers and associated with epithelial–mesenchymal transition (EMT), cancer stemness, and metastasis (14–17). EHMT1 forms heterodimer with EHMT2 to methylate H3K9, generating monomethylated or dimethylated H3K9 (13). In addition, both proteins have been reported to methylate non-histone proteins (18, 19). EHMTs, along with LSD1 (an H3K4 demethylase), are components of the REST complex, which silences neuronal pathway genes in non-neuronal cells (20). Recent studies have implicated EHMT1 and EHMT2 as critical epigenetic drivers in prostate cancer. One study suggests that EHMT1 protein stabilization in *SPOP* mutation prostate cancer leads to increased DNA methylation (9). Another study proposes that EHMT1, along with other H3K9 methyltransferases, drives prostate cancer resistance to ADTs by enabling transcriptional silencing of retroelements (21). In addition, a recently published study reveals the oncogenic function of EHMT2 in mediating the function of the PRC2 (polycomb repressive complexes 2) complex in prostate cancer cells (22). However, there is still an urgent need to comprehensively understand the molecular function and regulation of EHMTs in prostate cancer cells.

In this study, we characterized the transcriptional targets of EHMT proteins in prostate cancer models. Our findings demonstrate that both EHMT1 and EHMT2 can activate oncogenic programs, including E2F and MYC signaling. Silencing EHMT1 or EHMT2 effectively suppresses prostate cancer cell proliferation and migration. Furthermore, we tested several dual EHMT1/2 inhibitors in prostate cancer models, and UNC0642 (23) stood out as a potential inhibitor that decreases prostate cancer tumor growth and metastasis *in vivo*. Subsequently, we conducted proteomic analyses to identify functionally significant posttranslational modifications of EHMT1. Our investigation revealed dual-lysine K450/K451 methylations at the EHMT1 protein, with K450 being demethylated by LSD1. While demethylation of K450 or K451 alone did not significantly impact the chromatin activity of EHMT1, concurrent demethylation of both K450/K451 led to a remarkable expansion of H3K9-independent chromatin recruitment of EHMT1. Consequently, EHMT1 transcriptionally activated oncogenic programs, promoting prostate cancer development. Overall, our results provide novel molecular insights into the function and regulation of EHMTs, highlighting the potential of targeting EHMTs as a treatment strategy for CRPC.

## Materials and Methods

### Cell Culture, Transfection, and Establishment of Stable Cell Lines

VCaP, LNCaP, CWR-22Rv1, and PC-3 cell lines were obtained from the ATCC. All cell lines were frequently examined for *Mycoplasma* contamination using the MycoAlert Mycoplasma Detection Kit (Lonza) and authenticated using short tandem repeat profiling. VCaP cells were grown in DMEM with 10% FBS. LNCaP, PC-3, and 22RV1 cells were grown in RPMI medium with 10% FBS. For transient transfection of siRNA, cells were transfected with 20 nmol/L of siRNAs (non-target control or siEHMT1/2) for 2 days. siRNA pools were predesigned and obtained from Dharmacon RNAi Technologies (ON-TARGETplus). For constructing the EHMT1-expressing plasmids, we first inserted EHMT1 ORF (GeneCopeia, GC-Y4560-CF) into tetracycline-inducible expression constructs (pLIX_403, Addgene) to generate wild-type (WT) EHMT1, and then used the QuickChange Lightening Site-Directed Mutagenesis Kit (Agilent Technologies) to generate the EHMT1 mutants. These plasmids were then used to assemble lentivirus, which were packaged with pVsVg and pDelta8.9 packaging plasmids (Addgene) in 293T cells. The supernatant was collected after 72 hours and then used to infect LNCaP cells with polybrene (4 μg/mL), followed by puromycin selection (1 μg/mL). All stable cell lines were maintained with tetracycline-free FBS and treated with doxycycline (0.1–0.5 μg/mL for at least 2 days) to induce expression. To generate PC-3-GFP–expressing stable cell lines, we infected PC-3 cells with GIPZ lentiviral particles (purchased from Horizon Discovery).

### Cell Proliferation Assay

Cells were collected and trypsinized to examine the number of cells and viability by using the Muse Count & Viability Kit 200X and following the manufacture's protocol using Guava Muse Cell Analyzer.

### Migration Assay

Transwell migration assays were performed with 24-multiwell Corning FluoroBlok Cell Culture Inserts (Corning, 351152). The same number of cells were seeded in the upper chamber with serum-free medium and the lower chamber was filled with medium containing 10% FBS as a chemoattractant. After 2 days incubation, migrated cells were stained by Corning Calcein AM Fluorescent Dye (Corning, 354217), detected by EVOS autofluorescence microscope, and counted using ImageJ software.

### *In Vitro* Demethylation Assay

Formaldehyde production was measured using the Histone Demethylase Assay kit (Active Motif). Synthetic EHMT1 peptides (441–461aa) with methylated K450 and/or K451(GenScript, with >98% purity) were incubated with recombinant LSD1 (Active Motif) in the demethylation buffer for 1 hour at 37°C, and then detection buffer for 1 hour at 37°C, followed by fluorescence detection.

### Luciferase Reporter Assay

COS7 cells were transfected with a *Firefly* luciferase reporter construct containing approximately 800 bp promoter of MCM7 gene together with a *Renilla* luciferase reporter construct for 48 hours. The activities of *Firefly* luciferase and *Renilla* luciferase were measured using the dual-luciferase reporter assay (Promega), and the results were normalized for *Renilla* activities.

### Immunoprecipitation and Immunoblotting

For the methyl-lysine pulldown assay, GST-3xMBT protein (the GST-3xMBT plasmid is a gift from Dr. Or Gozani) was expressed in *E. coli* DH5α cells and purified by glutathione Sepharose 4B chromatography following the manufacturer's protocol (Amersham Biosciences). Nuclear extracts from VCaP cells treated with or without 1 mmol/L pargyline were used for the pulldown assay with GST-3xMBT protein and the immunopurified proteins were separated by SDS-PAGE gel, stained with Coomassie blue, and then subjected to mass spectrometry analysis. For other immunoprecipitation (IP) assays, cells were lysed in Triton Lysis buffer and treated with protein inhibitor cocktails (Thermo Fisher Scientific), followed by a brief sonication, and then lysates were immunoprecipitated with anti-V5-conjugated beads (Sigma, A7345) or anti-FLAG-conjugated beads (Sigma, A2220). For immunoblotting, proteins were detected with primary antibodies, including anti-V5 (Abcam, ab9116), anti-EHMT1 (Abcam, ab41969), anti-EHMT2 (Novus, NBP2-13948), anti-FLAG (Sigma, F3040), anti-LSD1 (Abcam, ab17721), anti-CoREST (Abcam, ab183711), anti-HDAC1 (Abcam, ab7028), anti-HDAC2 (Abcam, ab7029), anti-REST (Millipore, CS200555), anti-E2F1 (Cell Signaling Technology, 3742), anti-GAPDH (Abcam, ab8245), anti-H3K9me1(Abcam, 9045), anti-H3K9me2 (Cell Signaling, 9753S), and anti-Tubulin (Abcam, ab6046).

### Chromatin Immunoprecipitation Sequencing

For the preparation of chromatin immunoprecipitation sequencing (ChIP-seq), cells were fixed with 1% formaldehyde and then lysed by the ChIP lysis buffer. Chromatin was then sheared into approximately 200–300 bp fragments (∼500–800 bp for ChIP-qPCR) using Bioruptor Sonicator (Diagenode). IP was carried out using antibodies including anti-V5 (Invitrogen, 46-1157), anti-H3K9me2 (Abcam, ab1220), and anti-EHMT1 (Abcam, ab63161). DNA libraries were constructed using the SMARTer ThruPLEX DNA-Seq Prep Kit (Takara Bio). Next-generation sequencing (51 nt, single-end) was performed using the Illumina NextSeq 2000. ChIP-seq reads were mapped to the hg19 human reference genome and peak calling was performed using MACS2.

### qRT-PCR and RNA Sequencing

RNA was extracted using the RNeasy Kit (Qiagen). qRT-PCR was performed using Fast 1-step Mix (Thermo Fisher Scientific). All Taqman primers and probes were predesigned and obtained from Thermo Fisher Scientific. All qRT-PCR data were normalized with internal control, GAPDH. RNA sequencing (RNA-seq) libraries were constructed using TruSeq the Strnd Total RNA LT (Illumina), and sequencing was performed using Illumina NextSeq 2000 (51 nt, single-end). Reads were mapped to the hg19 human reference genome, and gene expression levels were quantified using the R package limma.

### Zebrafish Embryo Metastasis Assay

Zebrafish embryos were generated from AB and TUE WT lines via natural spawning. All experiments were performed in 3 days after fertilization embryos, following a protocol approved by the University of Massachusetts Boston Institutional Animal Care and Use Committee (IACUC). The embryos were dechorionated and anesthetized with 0.04 mg/mL tricaine. Approximately 100 GFP-expressing cells were microinjected into the perivitelline space of each embryo. After injection, the embryos were washed and maintained in 96-well plates at 28°C. Within 1 hour after injection, the embryos were imaged.

### Xenograft Study

All mouse xenograft studies were conducted in compliance with institutional and U.S. national guidelines with approval from the University of Massachusetts Boston IACUC. To establish the xenograft tumors, prostate cancer cells mixed with Matrigel (BD Biosciences) were subcutaneously injected (2 × 10^6^ cells per injection) into the flanks of castrated male SCID mice (∼4–6 weeks, Taconic). Once tumors were established, mice bearing tumors were treated with EHMT1/2 inhibitors via daily oral gavage for 5 days per week. Tumor volume was measured using caliper and calculated using the formula (*L* × *W*^2^/2, *L*: length, *W*: width).

### Statistical Analysis

Data presented in bar graphs represent the mean ± SD of at least three biological repeats. Statistical analysis was performed using an unpaired two-tailed Student *t* test comparing treatment versus vehicle or as otherwise indicated. A *P* value of less than 0.05 was considered to be statistically significant (*, <0.05; **, <0.01; ***, <0.001; ****, <0.0001). Immunoblotting results are representative of at least three experiments. Boxplots of signature scores and gene expression were compared using the Wilcoxon test for comparison between two groups of samples. The difference in tumor growth was determined using two-way ANOVA. These tests were parametric and based on the assumption of normal distribution and equal variance across all experimental groups. The zebrafish metastasis data were analyzed using Fisher exact test or *χ*^2^ test depending on sample size. All statistical analyses and visualization were performed with R (version 3.6.0) unless otherwise specified.

### Data Availability Statement

The ChIP-seq and RNA-seq data have been deposited in Gene Expression Omnibus with the accession number GSE201771, allowing access to the data.

## Results

### EHMT1 and EHMT2 Promote Prostate Cancer Development

Analysis of public prostate cancer datasets (12, 24, 25) revealed that the *EHMT1* gene is altered in 1.6% of primary prostate cancer samples, and the alteration rate is increased to 7% in CRPC, with the majority being gene amplification (Fig. 1A). Consistently, *EHMT1* expression is significantly increased in CRPC compared with primary prostate cancer and normal prostate samples (Fig. 1B), suggesting that *EHMT1* may function to promote the progression of CRPC. The genetic alteration and expression of *EHMT2* are also increased in CRPC samples, with the alteration rate rising from 1% to 3%. Furthermore, we investigated whether *EHMT1/2* expression is associated with the aggressiveness of prostate cancer tumors. As shown in Fig. 1C, higher expression of these genes was significantly correlated with poorer clinical outcomes in patients, indicating their potential oncogenic functions in prostate cancer.

**FIGURE 1:**
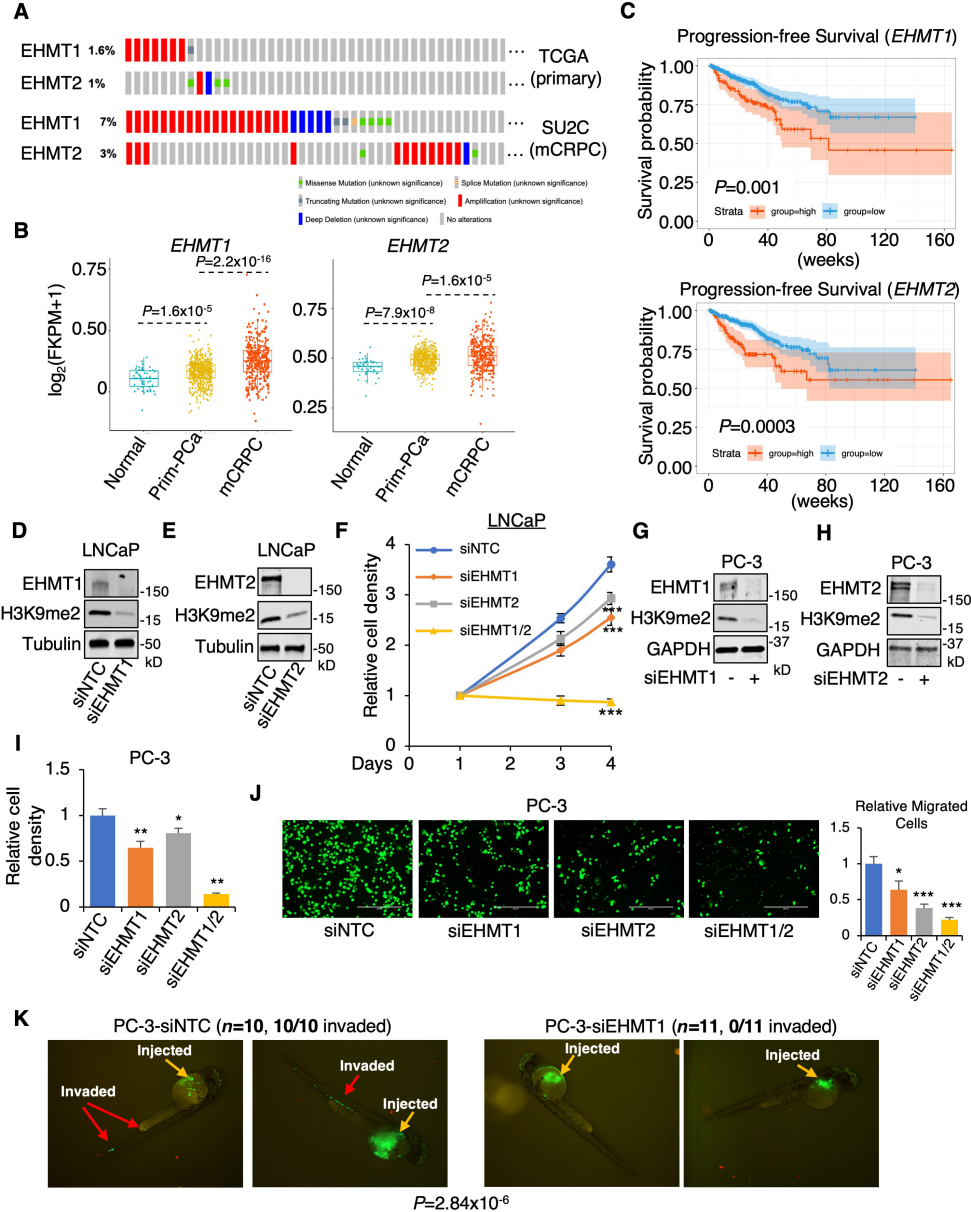
EHMT1 and EHMT2 promote prostate cancer (PCa) development. **A,***EHMT1* and *EHMT2* gene alterations in two prostate cancer cohorts (TCGA primary prostate cancer and SU2C mCRPC). **B,** Box plots depicting the expression levels of *EHMT1* or *EHMT2* in normal and primary prostate cancer samples (TCGA) and mCRPC samples (SU2C). **C,** Kaplan–Meier curve illustrating the overall survival in prostate cancer tumors with higher *EHMT1* or *EHMT2* expression (red, the top 25%) compared with those with lower expression (blue, the bottom 75%). Immunoblotting analysis of indicated proteins in LNCaP cells transfected with siRNA pools against EHMT1 (**D**) or EHMT2 (**E**) for 2 days. **F,** Proliferation assay conducted on LNCaP cells transfected with siEHMT1, siEHMT2, or the combination for 0–4 days. Immunoblotting analysis of indicated proteins in PC-3 cells transfected with siEHMT1 (**G**) or siEHMT2 (**H**) for 2 days. Proliferation assay (**I**) and transwell migration assay (**J**) performed on PC-3 cells transfected with siEHMT1, siEHMT2, or the combination for 4 days (proliferation) and 3 days (migration). **K,** PC-3 cells (stably expressing GFP) transfected with siNTC versus siEHMT1 (for 3 days) were injected into zebrafish embryos (*N* = 10), and tumor cell intravasation was observed using a fluorescence microscope. The number of embryos showing invasion signals was counted. TCGA, The Cancer Genome Atlas.

To determine the role of EHMT1 and EHMT2 in prostate cancer progression, we examined their protein levels in adenocarcinoma prostate cancer lines (LNCaP, 22Rv1) and stem cell or neuroendocrine (NE)-like prostate cancer lines (PC-3, NCI-H660). EHMT1 protein levels were comparable among these cell lines, while EHMT2 protein was more highly expressed in NCI-H660 cells (Supplementary Fig. S1A). Proliferation assays were performed in LNCaP and PC-3 cell lines after silencing EHMT1 or EHMT2. As shown in Fig. 1D–I and Supplementary Fig. S1B and S1C, the growth of these prostate cancer cells was reduced upon knockdown of either EHMT1 or EHMT2. Importantly, simultaneous silencing of both EHMT1 and EHMT2 resulted in a more pronounced reduction in cell proliferation in both models. Silencing EHMT1 or EHMT2 in PC-3 cells also significantly decreased cancer cell migration (Fig. 1J). Consistent with the effect on cell growth, a synergistic effect was also observed when both EHMT1 and EHMT are silenced simultaneously. Similar effects on cell migration upon EHMT1 or EHMT2 silencing were also observed in LNCaP and 22Rv1 cells (Supplementary Fig. S1D--S1G). In addition, we investigated whether EHMT1 silencing could affect early steps of the metastasis cascade *in vivo* by injecting PC-3 cells into immune-deficient zebrafish embryos (Fig. 1K). While control cells quickly invaded the blood vessel within an hour postinjection (10 out of 10 embryos invaded), EHMT1-silenced cells remained within the perivitelline space of each embryo (0 out of 11 embryos invaded), indicating a critical role of EHMT1 in the dissemination of prostate cancer cell.

### EHMT1 and EHMT2 Transcriptionally Activate Oncogenic Programs

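RNA-seq was performed on LNCaP cells, a human prostate adenocarcinoma line, transfected for 2 days with 20 nmol/L of an siRNA pool against EHMT1 (siEHMT1) or of a nontarget control pool (siNTC), with 2 samples in each group. The authors mapped the reads to hg19 and deposited the number of reads counted on each Ensembl gene, without normalization. The paper's text does not name the aligner, the counting program, the annotation release or whether strand was used in counting, so genes that overlap or have near-identical copies could share reads. The total counts were 9864743 and 5593400 in the siNTC samples and 9453020 and 12438006 in the siEHMT1 samples. At these depths a gene with 3 counts, taken as the detection floor, corresponded to 0.241 to 0.536 CPM (counts scaled to library size). This floor covers counting error only, because the reads carry no molecular identifiers. The counts were compared with edgeR's quasi-likelihood test after TMM normalization, over the 14532 genes that passed edgeR's default filter on low counts. Fold changes are given as siEHMT1 over siNTC, so that genes activated by EHMT1 have negative values. Over genes with at least 20 summed counts, the chi-square per degree of freedom between the samples of a group was 61.6 for siNTC and 13.4 for siEHMT1, where counting noise alone gives a value near 1. The pseudogenes AC010970.2 and CTD-2328D6.1 make up most of the siNTC value, and without them it was 6.58 for siNTC and 6.17 for siEHMT1. The samples carry replicate numbers, and the deviations of same-numbered samples from their group means had a Pearson correlation of −0.00226 and a Spearman correlation of 0.0293 across genes. Genes are not independent replicates, so no p is given for these correlations. Correlations this weak give no sign of a pairing between same-numbered samples. A second fit with the replicate number as a block was set beforehand, and its results are given beside the first. Where its adjusted p is smaller, this is not taken as added evidence. The samples silenced for EHMT2 were not analysed here.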

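The silenced gene was examined first. EHMT1 (ENSG00000181090) lies on chromosome 9 of GRCh37 from 140513444 to 140764468. Its level was 85.7 ± 2.94 CPM (SD, n = 2) with siNTC and 30.0 ± 1.07 CPM (SD, n = 2) with siEHMT1, a log2 fold change of −1.51 (standard error 0.11, adjusted p = 1.48e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each sample left out in turn, the log2 fold change of EHMT1 stayed between −1.55 and −1.48. OR51E1 (ENSG00000180785, chromosome 11 from 4664650 to 4676718) rose from 2.18 ± 0.274 to 18.1 ± 1.93 CPM (SD, n = 2 each), a log2 fold change of 3.07 (standard error 0.24, adjusted p = 4.26e-07 from the same edgeR test). DIO1, PIGR, UGT2B28 and LAMB3 were also higher with siEHMT1, with log2 fold changes of 1.21, 1.40, 1.11 and 1.61. Their adjusted p from edgeR's test was 0.00414 for DIO1, 0.00554 for PIGR, 0.00318 for UGT2B28 and 0.0443 for LAMB3. UGT2B28 belongs to a family of similar genes, and its count is uncertain where reads could be split among them. LAMB3 was no longer past an adjusted p of 0.05 with DESeq2, limma-voom, upper-quartile normalization or no filter on low counts, although its log2 fold change stayed between 1.59 and 1.63 under these alternatives. RFX6, CYP3A5 and U73166.2 had log2 fold changes of 1.73, 1.35 and 1.18, and the mean level rose from 4.99 to 10.5 CPM for KRT19 and from 3.83 to 8.08 CPM for MAT1A. The adjusted p of these 5 genes from edgeR's test lay between 0.0628 and 0.158. In the fit with the replicate block, the edgeR adjusted p of these 5 genes lay between 0.00701 and 0.0339, that of LAMB3 was 0.00235 and that of EHMT1 was 2.79e-17. FABP6 had 1 and 0 counts with siNTC and 16 and 13 with siEHMT1, at least 6.83-fold higher. PCA3, which was under the filter, had 1 and 0 counts with siNTC and 9 and 17 with siEHMT1, at least 6.12-fold higher.

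**Figure D1:**
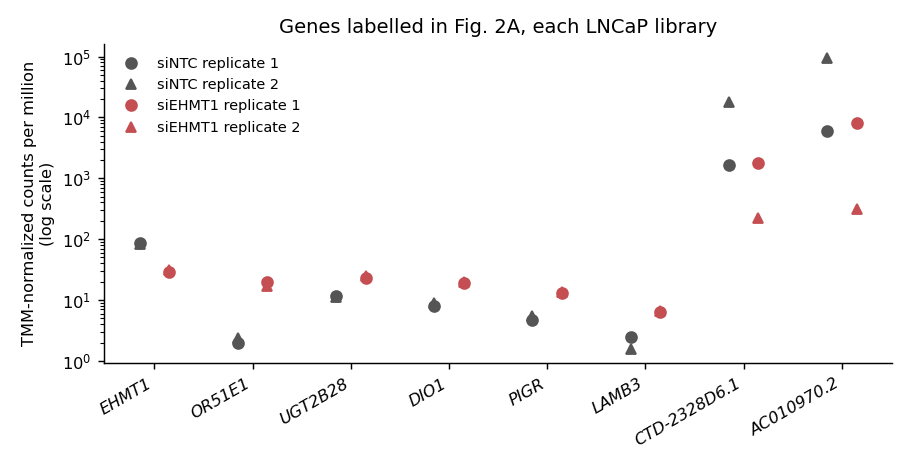
Normalized expression of 8 genes from Fig. 2A in the 4 siRNA libraries, in TMM-normalized CPM on a log axis. Each point is 1 library; EHMT1 lies near 85.7 CPM with siNTC and 30.0 CPM with siEHMT1, and OR51E1 is higher in both siEHMT1 libraries than in both siNTC libraries.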

To determine the transcription output of EHMTs, we specifically silenced EHMT1 or EHMT2 expression in LNCaP cells and performed RNA-seq analyses to identify differentially regulated genes (Fig. 2A and B). Subsequently, we conducted gene set enrichment analysis (GSEA) using hallmark gene sets to characterize the function of their target genes. Importantly, both EHMT1- and EHMT2-upregulated genes were enriched for multiple oncogenic pathways, including E2F and MYC signaling (Fig. 2C). 

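The hallmark gene sets were not used here. Lists of E2F targets, MYC targets, WNT targets, hypoxia genes, mTORC1 genes, cholesterol synthesis genes and androgen response genes were written by hand, and the S-phase and G2/M lists of the Seurat package were added, for 9 lists in all. They were tested with fgsea on genes ranked by the signed square root of edgeR's F statistic. Its p comes from permuting genes, which are not independent, and was adjusted over the 9 lists by the Benjamini-Hochberg method. The MYC list was lower with siEHMT1, with a normalized enrichment score (NES) of −2.20 (adjusted p = 3.96e-06, fgsea). Of its 65 genes, 49 had a negative log2 fold change. The median of the MYC list was −0.085, and the median of the list was −0.085 and −0.089 in the replicate pairs. Among 10000 random lists matched on expression, 0.05% had a lower median. The E2F list showed no clear shift with siEHMT1: its NES was 0.628 (adjusted p = 0.998, fgsea), its median log2 fold change was −0.017, and 47 of its 87 genes had a negative value. The sign of the E2F score changed with the ranking, to −0.370 (adjusted p = 1, fgsea) when genes were ranked by log2 fold change. It was −0.708 (adjusted p = 0.971, fgsea) after a correction for GC content, which was added after the data were examined. The mTORC1, hypoxia, cholesterol and G2/M lists had NES of −2.17, −1.85, −1.83 and −1.70, with adjusted p of 3.96e-06, 0.00149, 0.00512 and 0.00948 from fgsea. The median of the mTORC1 list (−0.097) lay below all random lists. The hypoxia median (−0.085) lay above 0.15% of them and the cholesterol median (−0.058) above 9.13%. The G2/M median was −0.0045, above 65.5% of random lists, with 27 genes higher and 27 lower. By its median, the G2/M list thus showed no fall. The list scores also depended on the method. When genes were ranked by log2 fold change, the MYC list kept an fgsea adjusted p of 0.0457, while the mTORC1 list had 0.0687 and the hypoxia, cholesterol and G2/M lists 0.315 each. With camera, the adjusted p was 0.0663 for the cholesterol list and 0.172 for G2/M, and the MYC, mTORC1 and hypoxia lists stayed under 0.05. After the GC correction, the fgsea adjusted p was 0.0877 for G2/M and 0.0420 for WNT. The scores of the S-phase (−0.968), WNT (−1.13) and androgen (1.39) lists had fgsea adjusted p of 0.566, 0.352 and 0.113. The NES with the replicate block was 0.685 for E2F, −2.20 for MYC, −2.21 for mTORC1, −1.89 for hypoxia, −1.83 for cholesterol, −1.74 for G2/M, −1.12 for S phase, −1.08 for WNT and 1.44 for androgen, and the same lists had an adjusted p under 0.05. Among single genes, MYC fell by 0.28 on the log2 scale (standard error 0.087, adjusted p = 0.270 from edgeR's test) and E2F1 changed by 0.073 (adjusted p = 0.879 from edgeR's test). Their edgeR adjusted p with the replicate block was 0.102 and 0.872. From its gene set results in Fig. 2, together with the expression of the activated genes in patient samples, the paper proposes a possible noncanonical function of EHMT1 in transcriptional activation.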

E2F transcription factors primarily regulate cell-cycle progression, proliferation (26), as well as angiogenesis and metastasis (27). MYC also plays a role in regulating cancer cell motility and metastasis (27, 28) and is a critical oncogenic driver of prostate cancer (29).

**FIGURE 2:**
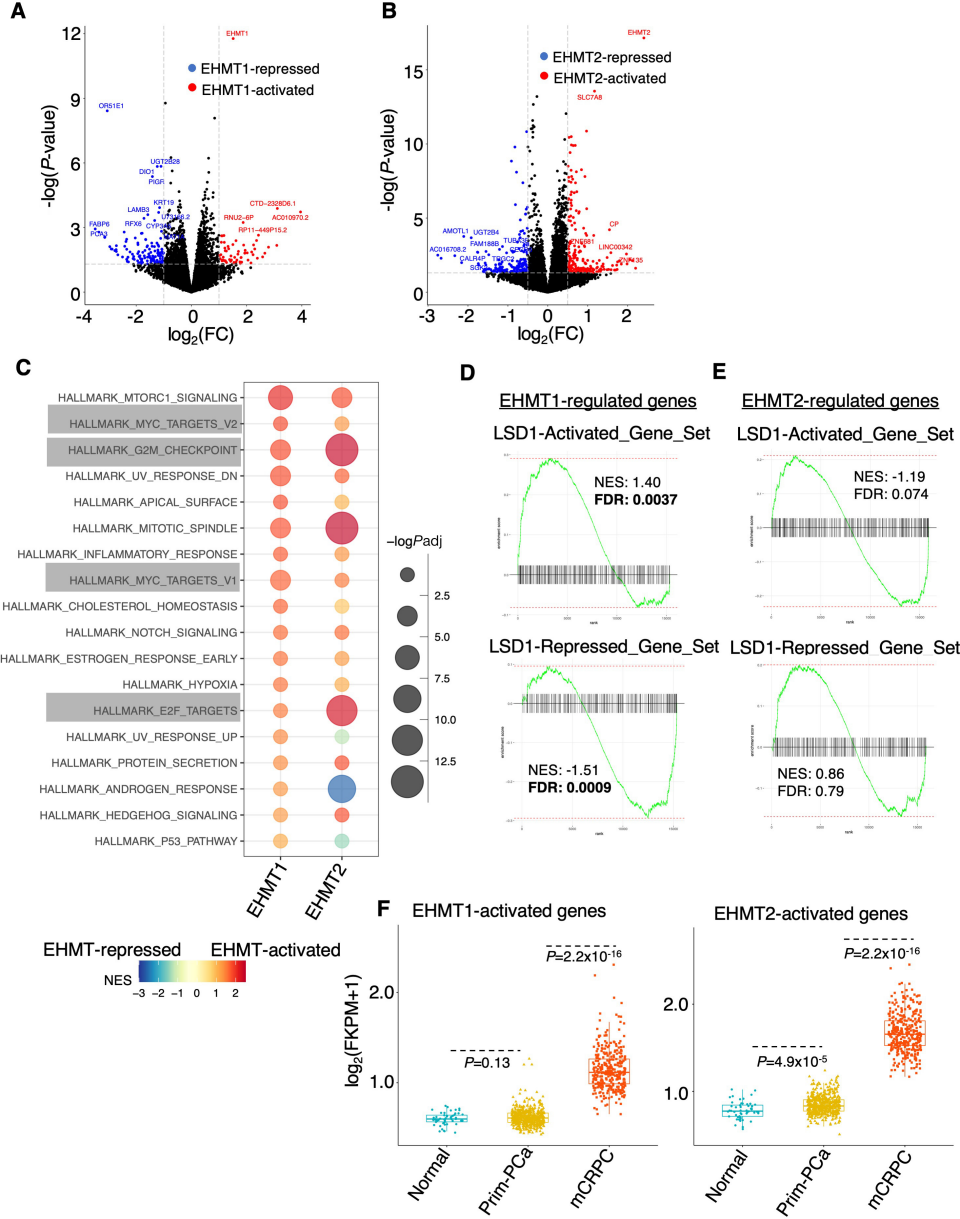
EHMT1 and EHMT2 transcriptionally activate oncogenic programs. **A** and **B,** RNA-seq analyses were conducted in LNCaP cells transfected with siEHMT1, siEHMT2, or siNTC for 2 days. Volcano plots show genes regulated by EHMT1 (**A**) or EHMT2 (**B**). **C,**GSEA of EHMT1 or EHMT2-upregulated genes (siEHMT1 or siEHMT2-downregulated) for hallmark gene set (cutoff: *P_adj_* < 0.05). **D,** GSEA of EHMT1-regulated genes to assess the enrichment of LSD1 function, based on previously determined LSD1 target gene sets (32) and using RNA-seq from GSE52201. **E,** GSEA of EHMT2-regulated genes to evaluate the enrichment of LSD1 function. **F,** Box plots presenting the expression levels of EHMT1-activated or EHMT2-activated genes (cutoff: 2-fold, *P* < 0.05) in normal and primary prostate cancer samples (TCGA) as well as mCRPC samples (SU2C). TCGA, The Cancer Genome Atlas.

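At the paper's cutoff of 2-fold and an unadjusted p under 0.05, 59 genes were lower and 127 higher with siEHMT1 by edgeR's quasi-likelihood test. An adjusted p under 0.05 was reached by 19 genes, and an unadjusted p under 0.05 by 1388 of the genes tested. With the replicate block, 60 genes were lower and 127 higher at the same cutoff, and 118 genes had an adjusted p under 0.05. Leaving out the filter on low counts added most genes, with 137 lower and 288 higher. With DESeq2, 19 genes were lower and 46 higher. Of the genes that the paper names or labels for its RNA-seq, 37 were tested here; 19 had an unadjusted p under 0.05, 19 an adjusted p under 0.05 over this list alone and 6 over all genes. The list contains the paper's own calls on these samples, so the count over the list alone shows no stability. Among the genes labelled as EHMT1-activated in Fig. 2A, AC010970.2 (ENSG00000225840, a processed pseudogene on chromosome Y from 10034865 to 10036712 in GRCh37) had 63415 and 469236 counts with siNTC and 78095 and 3870 with siEHMT1. Its log2 fold change was −3.55 (standard error 0.97, adjusted p = 0.192 from edgeR's test), with 0.44 in the first replicate pair and −8.23 in the second. It took 8.39% of all counts in the second siNTC sample (95% Wilson interval 8.37% to 8.41%) and 0.643% in the first (0.638% to 0.648%). Its sequence matches a ribosomal DNA contig at 89.2% identity over its whole length. CTD-2328D6.1, a pseudogene on chromosome X that matches the same contig at 97.7% identity, had a log2 fold change of −3.31 (adjusted p = 0.0908 from edgeR's test), with 0.091 and −6.37 in the replicate pairs. RNU2-6P and RP11-449P15.2 had log2 fold changes of −1.96 and −2.17, from 33 and 26 against 12 and 10 counts and from 21 and 9 against 7 and 2 counts. Their adjusted p from edgeR's test was 0.0741 and 0.215. In the fit with the replicate block, edgeR's adjusted p was 0.0377 for AC010970.2, 0.00118 for CTD-2328D6.1, 0.00693 for RNU2-6P and 0.102 for RP11-449P15.2. The block thus brought 3 of these 4 genes under 0.05. They include AC010970.2 and CTD-2328D6.1, whose replicate pairs differ in sign, so these smaller values do not show a stable change.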

Considering that EHMTs are part of the REST complex responsible for repressing neuronal genes, we further investigated whether EHMT1/2-regulated genes were associated with NE transformation in prostate cancer. Surprisingly, EHMT1-regulated genes did not show significant enrichment for previously defined NE gene signatures (30), while EHMT2-activated genes were enriched for an NE-upregulated gene signature, and EHMT2-repressed genes were enriched for an NE-downregulated gene signature (Supplementary Fig. S2A and S2B). In addition, we examined multiple NE markers and found that only EHMT2 could activate the well-characterized NE marker, *SYP*, while both EHMT1 and EHMT2 activated *ENO2* expression (Supplementary Fig. S2C). These findings suggest that EHMT2 may have an uncharacterized role in promoting, but not repressing, NE progression in prostate cancer cells, whereas the involvement of EHMT1 in NE regulation remains uncertain. 

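ENO2 (ENSG00000111674, chromosome 12 from 7022909 to 7032861 in GRCh37) was at 32.1 ± 3.82 CPM (SD, n = 2) with siNTC and 22.8 ± 0.578 CPM (SD, n = 2) with siEHMT1. The log2 fold change was −0.49 (standard error 0.14), with an adjusted p of 0.200 from edgeR's quasi-likelihood test and of 0.0711 in the fit with the replicate block. Both siEHMT1 samples were below both siNTC samples, and the log2 fold change stayed between −0.61 and −0.37 with each sample left out in turn. SYP (ENSG00000102003, chromosome X from 49044268 to 49056677) had 15 and 7 counts with siNTC and 17 and 25 with siEHMT1. Its log2 fold change was 0.43 (standard error 0.44, adjusted p = 0.809 from edgeR's test and 0.830 with the replicate block), so a change in SYP was not detectable at this depth.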

Because EHMTs can interact with LSD1, and LSD1 can function as a transcription activator inducing oncogenic reprogramming in prostate cancer cells (8, 31), we investigated whether EHMTs and LSD1 shared target genes. To test this, we developed two gene sets for LSD1-activated and -repressed targets based on previous RNA-seq analysis in LNCaP cells (32), and performed GSEA using these defined gene sets. As shown in Fig. 2D, EHMT1-upregulated genes were enriched for LSD1-activated targets, whereas EHMT1-downregulated genes were enriched for LSD1-repressed targets. In contrast, EHMT2-regulated genes did not show significant enrichment for the LSD1 pathway (Fig. 2E). These data suggest that EHMT1 may be more directly associated with LSD1 and may function to activate gene transcription.

Furthermore, we examined the levels of this novel activation activity of EHMT1/2 in prostate cancer patient samples. As shown in Fig. 2F, the expression levels of EHMT1- or EHMT2-activated genes were significantly increased in CRPC compared with primary prostate cancer and normal prostate samples. Overall, these results provide evidence for a possible noncanonical transcriptional activation function of EHMT1 and EHMT2, which can induce oncogenic transcription programs mediated by E2F and MYC.

### A Specific EHMT1/2 Dual Inhibitor Suppresses Prostate Cancer Growth and Metastasis *In Vitro* and *In Vivo*

Next, we determined whether inhibition of EHMT1/2 enzyme activity by small molecular inhibitors can repress prostate cancer tumor growth and metastasis *in vitro* and *in vivo*. We first tested UNC0642, a potent and catalytic dual inhibitor of EHMT1/2 (33), in various prostate cancer models. The RNA-seq analysis revealed that this inhibitor had a stronger effect on targeting E2F and MYC pathways in LNCaP cells compared with the individual knockdown of EHMT1 or EHMT2 (Fig. 3A). Consistent with the effect on these oncogenic pathways, UNC0642 can significantly decrease *in vitro* cell proliferation and migration in LNCaP and PC-3 cells (Fig. 3B–D). We then generated CRPC xenograft tumors using the PC-3 model and examined the effect of UNC0642 treatment on tumor growth. As shown in Fig. 3E and F, UNC0642 reduced the tumor growth *in vivo*, and the treatment also resulted in the global repression of H3K9me2. Moreover, we also examined this treatment in the zebrafish embryo metastasis model. As shown in Fig. 3G, UNC0642 markedly decreased the metastatic capability of PC-3 cells *in vivo*, indicating that targeting EHMT1/2 may prevent prostate cancer progression and metastasis.

**FIGURE 3:**
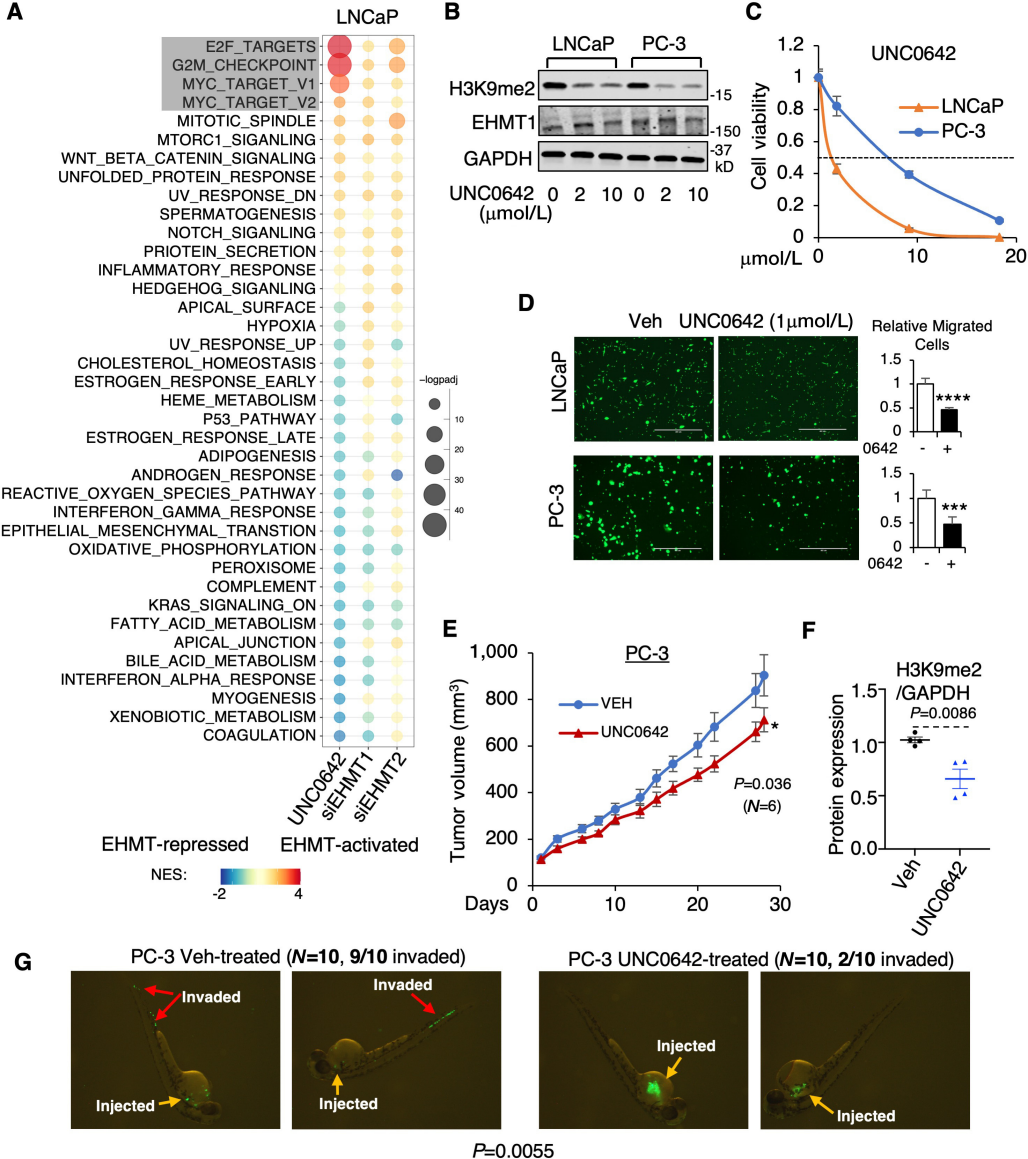
A specific EHMT1/2 dual inhibitor suppresses prostate cancer growth and metastasis *in vitro* and *in vivo.***A,** GSEA conducted on differentially regulated genes by UNC0642 (2 μmol/L, 2 days), siEHMT1, or siEHMT2 (based on RNA-seq analyses). **B,** Immunoblotting analysis of indicated proteins in LNCaP or PC-3 cells treated with UNC0642 (0, 2, 10 μmol/L, 2 days). **C,** Proliferation assay performed on LNCaP or PC-3 cells treated with UNC0642 (0–20 μmol/L, 3 days). **D,** Transwell migration assay conducted on LNCaP or PC-3 cells treated with UNC0642 (1 μmol/L, 2 days). **E,** PC-3 cells were subcutaneously injected into male SCID mice. Once the tumor was established, mice (*N* = 6) were treated with UNC0642 (10 mg/kg) via oral gavage, and tumor volume was measured by caliper. **F,** Normalized H3K9me2 expression was calculated (using ImageJ for quantification) based on immunoblotting of H3K9me2 and GAPDH in tumor samples. **G,** PC-3 cells (stably expressing GFP) pretreated with UNC0642 (2 μmol/L, 2 days) were injected into zebrafish embryos (*N* = 10 for the control and treatment groups), which were subsequently monitored for the fluorescence signal in their circulation system.

In addition, we also tested two other dual inhibitors, BIX01294 and UNC0638 (34, 35). Both inhibitors potently suppressed prostate cancer cell growth and migration *in vitro* (Supplementary Fig. S3A–S3H). However, in contrast to UNC0642, these two inhibitors appear to be not optimized for use *in vivo* because we cannot detect any changes in H3K9me2 levels in CRPC xenograft models (Supplementary Fig. S4A–S4F). Indeed, they were previously reported to have poor pharmacokinetic properties (23). All three inhibitors were well tolerated by SCID mice (Supplementary Fig. S4G). Overall, these studies suggest a strong therapeutic potential for using dual inhibitors of EHMT1 and EHMT2 for treating prostate cancer.

### Lysine 450 and 451 of EHMT1 are Methylated

To gain further insights into the posttranslational regulation of EHMT1, we generated a stable LNCaP cell line expressing V5-tagged EHMT1 under doxycycline regulation. Mass spectrometry analysis of immunopurified V5-EHMT1 protein (Supplementary Fig. S5A) revealed strong methylation signals on lysine residues 450 and 451, with approximately 70% peptide reads showing either single or double methylation (Fig. 4A and B). Interestingly, this double-lysine site was highly conserved across different species but was not found in the EHMT2 protein (Fig. 4C).

**FIGURE 4:**
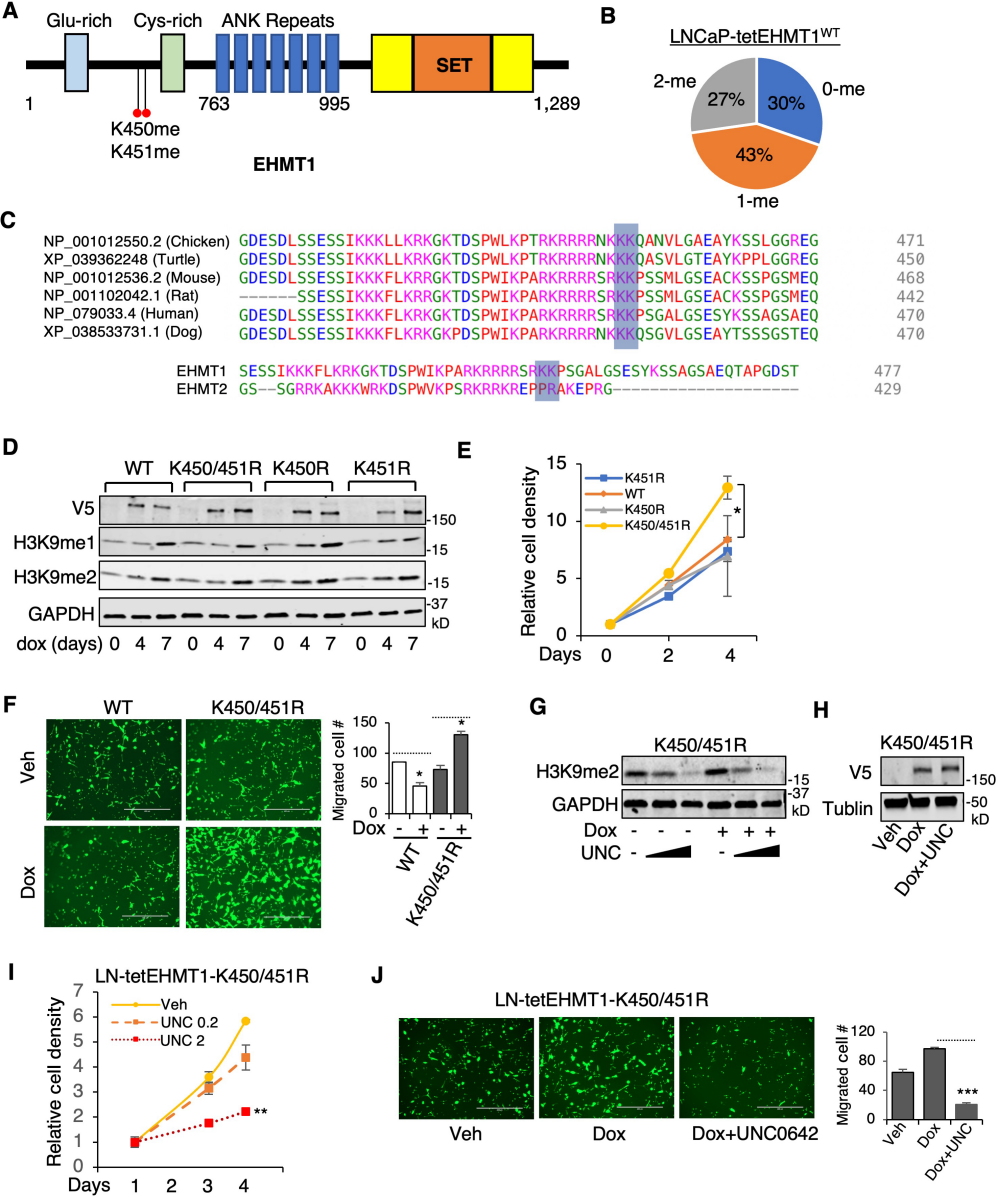
Concurrent demethylation of K450 and K451 enhances EHMT1 oncogenic activity. **A,** Mass spectrometry analysis on immunoprecipitated V5-EHMT1 in LNCaP cells stably overexpressing V5-tagged doxycycline-regulated EHMT1 (treated with doxycycline for 2 days) revealed methylations at K450 and K451 sites. **B,** The pie chart illustrating the percentage of detected unmethylated peptides (0-me), K450 or K451 methylated peptides (1-me), and K450/K451 dual-methylated peptides (2-me). **C,** Amino acid alignment of EHMT1 K450/451 surrounding amino acid sequence across different species and with human EHMT2 protein. **D,** Immunoblotting analysis of V5 in LNCaP cells stably overexpressing V5-tagged doxycycline-regulated EHMT1-WT, K450R, K451R, and K450/451R treated with doxycycline for 0–7 days. **E,** Proliferation assay performed on LNCaP stable cells treated with doxycycline for 1–5 days at 0.1 μg/mL. **F,** Transwell migration assay conducted on LNCaP stable cells expressing EHMT1 WT versus K450/451R mutant treated with or without doxycycline for 3 days. **G,** Immunoblotting analysis of H3K9me2 in EHMT1-K450/451R cells treated with doxycycline (for 3 days) and/or UNC0642 (0, 0.2, 2 μmol/L, for 2 days). **H,** Immunoblotting analysis of V5 in EHMT1-K450/451R cells treated with doxycycline (for 3 days) and/or UNC0642 (2 μmol/L, for 2 days). **I,** Proliferation assay performed on EHMT1-K450/451R cells treated with doxycycline and/or UNC0642 (0.2 or 2 μmol/L, for 1–4 days). **J,** Transwell migration assay conducted on EHMT1-K450/451R cells treated with doxycycline (for 3 days) and/or UNC0642 (2 μmol/L, for 2 days).

To investigate the functional implications of K450/K451 methylation in prostate cancer cells, we generated three additional LNCaP stable cell lines expressing doxycycline-regulated V5-tagged EHMT1-K450R, K451R, or K450/451R mutants. Short-term doxycycline treatment induced similar expression of mRNA and protein in the mutant cell lines compared to the WT (Supplementary Fig. S5B and S5C). The mutations did not significantly affect the half-life or degradation of the EHMT1 protein (Supplementary Fig. S5D and S5E), suggesting that lysine methylation does not hinder any potential polyubiquitination at these residues (36). Given that the amino acid sequence surrounding K450/451 resembles a classical nuclear localization signal, we also investigated whether the mutations affected the nuclear localization of the EHMT1 protein. Through subcellular fractionation assay and immunofluorescence staining, we found that the mutations did not influence this activity of EHMT1 (Supplementary Fig. S5F and S5G). Furthermore, we examined whether these mutations could alter EHMT1’s methyltransferase activity on H3K9. As shown in Fig. 4D, all three mutants demonstrated a similar increase in cellular levels of H3K9me2 compared with WT EHMT1, indicating that the canonical activity of EHMT1 in methylating H3K9 is not significantly affected by lysine methylation at K450 or K451. Overall, these data indicate that these lysine methylations may regulate previously unknown activities of EHMT1.

### The Dual-lysine Demethylation Promotes Prostate Cancer Development

To further understand the function of K450 and K451 methylation, we examined the growth of the four stable cell lines treated with low-dose doxycycline. As shown in Fig. 4E, while a single mutation did not significantly affect LNCaP cell proliferation, the K450/451R mutant exhibited a significant increase in the proliferation of LNCaP cells, suggesting that unmethylated EHMT1 may confer stronger oncogenic activity. Next, we performed a migration assay to compare the effects of expressing the WT versus K450/451R mutant. As shown in Fig. 4F, overexpression of the K450/451R mutant caused a significant increase in cancer cell migration compared with the WT cell line. To further determine whether these oncogenic functions still require the enzymatic activity of EHMT1, we treated the K450/451R mutant with UNC0642, an inhibitor of EHMT1 enzymatic activity. The inhibitor treatment suppressed the levels of H3K9me2 in prostate cancer cells but did not affect the protein expression of EHMT1 (Fig. 4G and H). Importantly, the enhanced cell proliferation or migration observed in the K450/451R mutant was blocked by EHMT1 inhibition (Fig. 4I and J), suggesting that catalytic activity of EHMT1 is required for the unmethylated form to promote prostate cancer progression.

### The Dual-lysine Demethylation Reprograms EHMT1-mediated Transcription

To investigate the transcriptional impact of the dual-lysine demethylation of EHMT1, we performed RNA-seq analysis in the stable cell lines expressing WT EHMT1 and the mutants. 

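The 4 stable lines are LNCaP cells carrying a doxycycline-inducible EHMT1 open reading frame, either WT or with lysine 450, lysine 451 or both replaced by arginine. Each line was sequenced after vehicle (Veh) and after doxycycline (Dox), which gives 8 conditions. The sample labels give 0.25 µg/mL of doxycycline for 2 days, and the paper gives 0.1 to 0.5 µg/mL for at least 2 days. The authors deposited raw read counts per gene in 16 columns, numbered 1 and 2 in each condition. The total count of a column lay between 4168199 and 6272708, with a median of 4873884. Within each condition the counts of the columns agreed within sampling noise. Over 12254 to 13326 genes, their chi-square per degree of freedom was 0.995 to 1.02, and the total of the second column was 1.02 times that of the first in every condition. The columns were therefore counted as 1 sample per condition, and the differences between Dox and Veh have no replicate check. The summed counts with Veh and with Dox were 12407739 and 9060741 in WT, 8436791 and 9587117 in K450R, 8490600 and 11599349 in K451R, and 9910958 and 11807787 in K450/451R. Tests that treat the columns as replicates used edgeR's quasi-likelihood method in one fit of the 8 conditions over 13765 genes. Such a test compares those libraries, not the conditions. The induced gene was examined first. EHMT1 rose with Dox from 76.3 to 799 CPM in WT, from 84.3 to 842 CPM in K450R, from 71.7 to 726 CPM in K451R and from 88.8 to 662 CPM in K450/451R. The log2 fold changes were 3.39, 3.32, 3.34 and 2.90. These counts include reads from the introduced open reading frame.

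**Figure D2:**
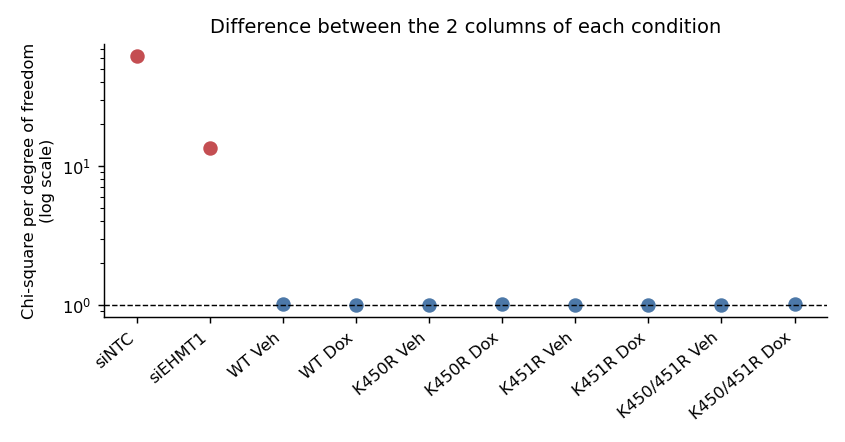
Chi-square per degree of freedom between the columns numbered 1 and 2 of each condition, on a log axis, for the siRNA samples and the 8 stable-line conditions. Each point is 1 condition and the dashed line at 1 is counting noise alone; the stable-line conditions lie between 0.995 and 1.02, siEHMT1 at 13.4 and siNTC at 61.6, of which 2 pseudogenes that resemble ribosomal RNA make up a large part.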

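At the paper's cutoff of 2-fold and an unadjusted p under 0.05, applied to edgeR's test on the reads of the Dox and Veh libraries, 166 genes were higher and 221 lower with Dox in WT. In K450/451R, 329 genes were higher and 218 lower. The lines shared 28 higher and 16 lower genes. Calls concentrate in genes with low counts, and within 20 bins of mean count chance alone gives 19.0 shared higher and 16.0 shared lower genes. In opposite directions, 17 genes were higher in K450/451R and lower in WT, where 23.1 are expected, and 11 were lower in K450/451R and higher in WT, where 13.2 are expected. These counts describe single libraries and carry no p across conditions. With the column number as a replicate block, the calls were 166 and 221 in WT and 330 and 220 in K450/451R. The deviations of same-numbered columns had Pearson correlations of 0.0213 in WT and 0.0408 in K450/451R across genes. Among the settings chosen in advance, the filter on low counts moved these numbers most. Without it, 766 genes were higher and 837 lower in WT, and 1197 and 976 in K450/451R. Among genes with a mean count of at least 100 per column, an alternative added after the data were examined, 2 genes were higher and 3 lower in WT and 2 were higher and 3 lower in K450/451R. The difference between the Dox effects of K450/451R and WT, tested as an interaction on the same reads, was past the cutoff for 840 genes, 532 with a more positive and 308 with a more negative effect in K450/451R. With the block, it was past the cutoff for 844 genes.

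**Figure D3:**
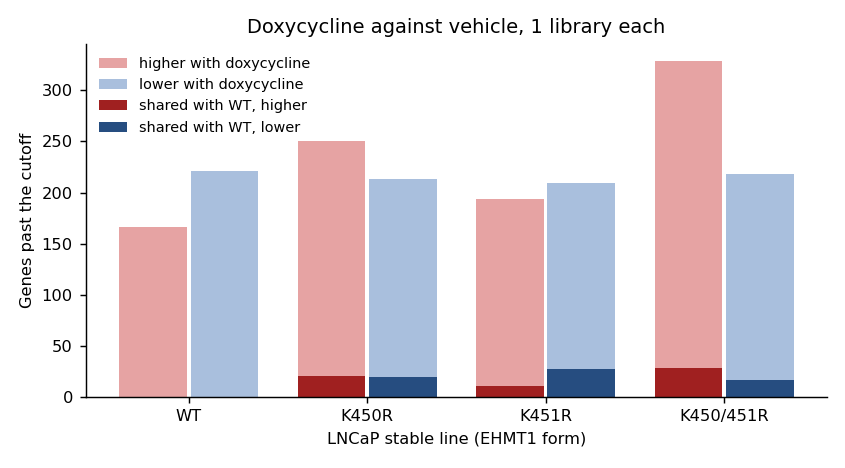
Number of genes past the cutoff of 2-fold and an unadjusted p under 0.05 for Dox against Veh in each stable line, with higher and lower genes as separate bars and the part shared with WT marked. The counts come from 1 library per condition, so there are no error bars; K450/451R has the most higher genes, 329, of which 28 were also higher in WT.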

Comparing the genes upregulated or downregulated by doxycycline in the WT versus mutant-expressing cell lines revealed distinct transcriptional targets (Fig. 5A; Supplementary Fig. S6A–S6C). The difference was further highlighted in a heat map, showing that a significant fraction of genes activated by the K450/451R mutant were not significantly upregulated by the WT EHMT1 (Fig. 5B). This finding was further confirmed with two genes specifically activated by the K450/451R mutant (Supplementary Fig. S6D). 

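Of the 329 genes that were higher with Dox in K450/451R, 8.51% were past the cutoff in the same direction in WT. The median WT log2 fold change of these genes was −0.00083 (95% bootstrap interval over the genes, −0.11 to 0.096), and 49.9% of them rose in WT. The median was 0.0015 with the replicate block. For 192 of the 329 genes, the difference from WT was itself past the cutoff of the interaction test on the reads. The 329 genes were selected for a rise in the same K450/451R libraries, so a high share is partly built in. Low counts were common among them: 261 of the 329 genes (79.3%) had a mean count under 20 per column, against 17.6% of all genes tested. LIPT2 had 1 count with Veh and 29 with Dox in K450/451R, at least 8.11-fold higher, and 11 and 10 counts in WT. FRMPD2 had 41 and 100 counts in K450/451R, a log2 fold change of 0.89, and 85 and 33 counts in WT, a log2 fold change of −0.94. PPP1R14C had 31 and 71 counts in K450/451R and 39 and 23 in WT, with log2 fold changes of 0.80 and −0.34.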

We performed GSEA using the EHMT1 stable cell lines and compared the genes upregulated and downregulated by WT, K450R, K451R, or K450/451R. 

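The hand-written and Seurat gene lists were also examined in the stable lines, as a description of these libraries without a p. In K450/451R, the NES of the genes ranked by the test on the reads was 1.65 for the E2F list, 1.77 for MYC, 1.56 for WNT, −3.13 for hypoxia and −2.83 for mTORC1. In WT, the NES of the same lists was −0.861, 1.32, 1.14, 2.08 and 2.25, in K450R −0.846, 1.03, 1.17, −2.93 and −2.53, and in K451R 1.29, 1.64, 1.36, −2.81 and −2.39. The K450/451R scores with the replicate block were 1.64, 1.76, 1.56, −3.11 and −2.83. The WT scores depended on the ranking: by log2 fold change, E2F became 0.784, WNT −0.674, hypoxia −0.628 and mTORC1 −0.592. The K450R score of the E2F list also changed sign, to 0.852. By log2 fold change, K451R scored above K450/451R for E2F (1.372 and 1.135) and MYC (1.605 and 1.481), the reverse of the first order. The mTORC1 scores became −0.763 in K450R, −1.05 in K451R and −1.445 in K450/451R. K450/451R kept the highest WNT score (1.31) and the lowest hypoxia score (−2.395). The G2/M list had NES of 0.640 in WT, −1.18 in K450R, −1.27 in K451R and −1.01 in K450/451R. The shifts of the lists were small. The median log2 fold change of the MYC list was 0.12 in K450/451R, above 99.97% of 10000 random lists matched on expression. It was 0.14 in K451R, −0.0049 in K450R and 0.056 in WT. The median of the WNT list was 0.032 in K450/451R, above 83.7% of random lists. It was 0.035 in K450R, 0.020 in K451R and −0.052 in WT. The hypoxia list had a median of −0.26 in K450/451R and −0.18 in K451R, below all random lists in both, −0.099 in K450R and 0.00064 in WT. For the mTORC1 list, the median was −0.087 in K450/451R, above 7.27% of random lists, −0.072 in K451R, −0.028 in K450R and 0.026 in WT. Set against WT as the difference of the Dox effects, the NES in K450/451R was 1.44 for E2F, 0.868 for MYC, 1.25 for WNT, −3.09 for hypoxia and −2.84 for mTORC1. By log2 fold change these differences were 0.879 for E2F, 1.19 for WNT, −1.96 for hypoxia and −1.12 for mTORC1. The median of the mTORC1 difference was −0.106, above 13.4% of random lists, and that of hypoxia was −0.233, below all of them. The MYC difference changed sign, to −0.661, when genes were ranked by limma-voom's moderated statistic. It stayed positive, at 0.857, when genes were ranked by log2 fold change. The median of the MYC difference was 0.087, above 99.1% of random lists, with 39 genes higher and 26 lower.

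**Figure D4:**
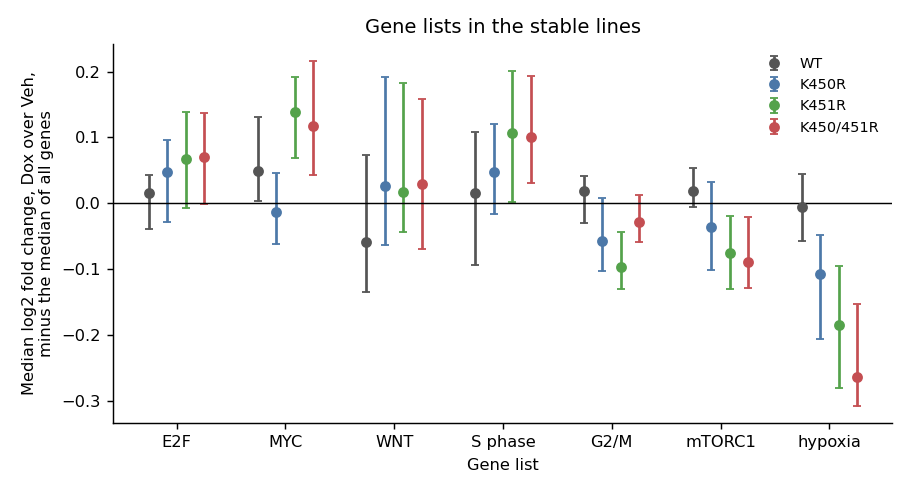
Median log2 fold change of each gene list for Dox against Veh in the 4 stable lines, minus the median of all genes. Points are list medians in 1 library pair and error bars are 95% bootstrap intervals over the genes of the list (2000 resamples); the hypoxia list lies lowest in K450/451R.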

As shown in Fig. 5C and Supplementary Fig. S6E, the K450/451R-upregulated genes were significantly more enriched for several oncogenic pathways including E2F, MYC, and WNT signaling pathways, while the downregulated genes were enriched for MTORC1 and hypoxia pathways. 

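The effect of siEHMT1 and the effect of Dox were compared over the 13396 genes tested in both experiments, leaving out EHMT1. A program activated by both endogenous EHMT1 and the introduced protein would give a negative correlation. Across genes, which are not independent replicates, the Spearman correlation of the log2 fold changes was −0.0511 for WT, −0.115 for K450R, −0.0789 for K451R and −0.00572 for K450/451R. Among the 6848 genes with a mean count of at least 100 in both tables, it was 0.0162 for K450/451R. For these genes it was −0.0527 for WT, −0.169 for K450R and −0.0881 for K451R. Over the 13396 genes with the replicate block in both fits, it was −0.0460 for WT and −0.00378 for K450/451R. Of 58 genes lowered by siEHMT1 at the cutoff, EHMT1 left out, 36 were tested in the stable lines. The NES of these 36 genes was 1.77 in WT, 1.88 in K450R, −0.609 in K451R and −1.29 in K450/451R. Their median log2 fold change was 0.044, −0.16, −0.043 and −0.055. The set includes AC010970.2 and CTD-2328D6.1, the pseudogenes that resemble ribosomal RNA, and no score was computed without them. CTD-2328D6.1 rose from 835 to 6437 counts with Dox in K450R, where the NES was positive and the median negative. The K450/451R median lay above 18.5% of random lists matched on expression. For the genes lowered by siEHMT1 in the fit with the block, the NES in K450/451R was −1.24 and the median 0.084. The LSD1 gene sets were not used here.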

The transcriptional programs activated by the dual-lysine mutant resembled those activated by endogenous EHMT1 or LSD1 (Fig. 5D and E).

**FIGURE 5:**
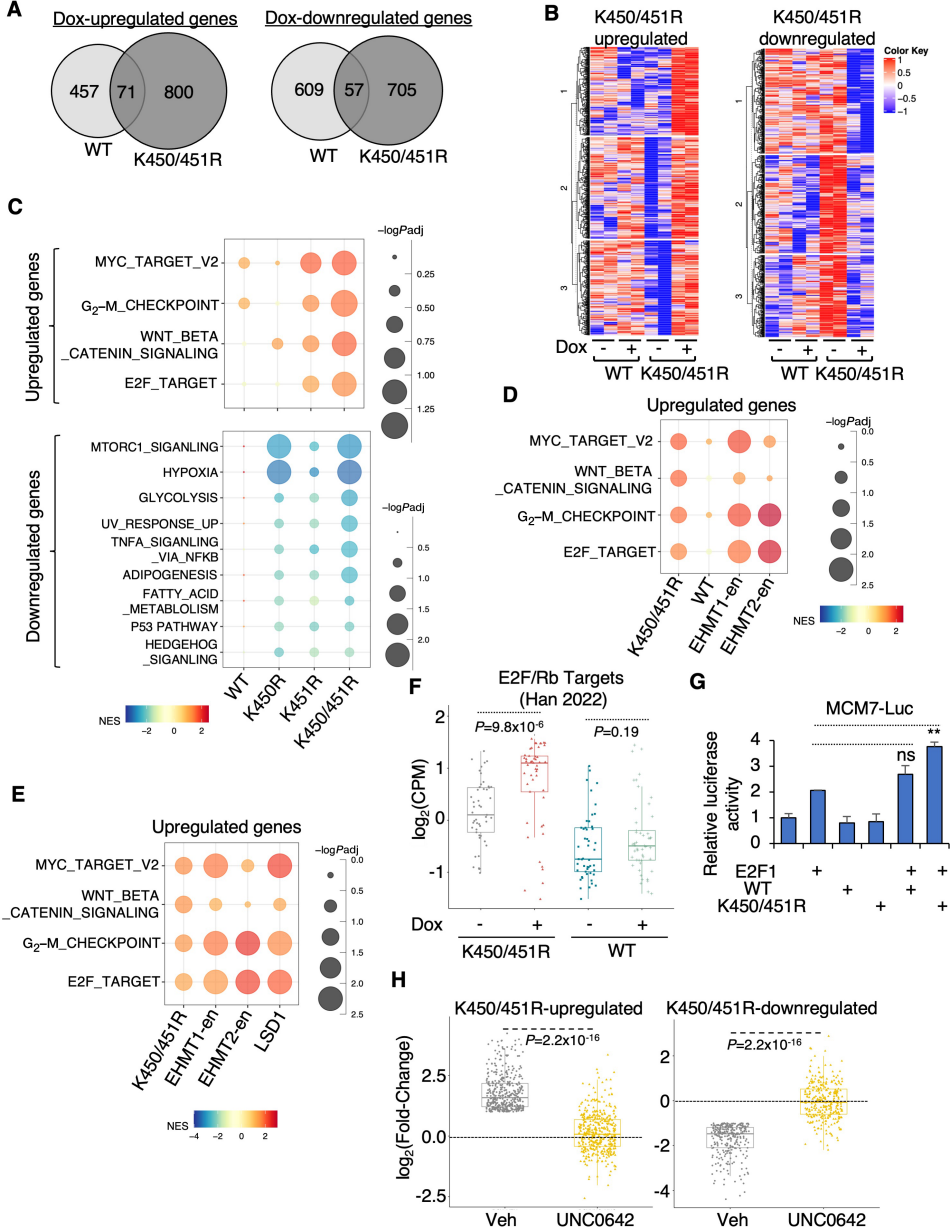
The dual-lysine demethylation reprograms EHMT1-mediated transcription. **A,** Venn diagrams showing EHMT1-WT–regulated genes versus K450/451R-regulated genes (cutoff: 2-fold, *P* < 0.05). **B,** Heat map view presenting K450/451R-regulated genes (cutoff: 2-fold, *P* < 0.05). **C,** GSEA conducted to assess the enrichment of genes regulated by the WT and mutants using hallmark gene sets (cutoff: *P* < 0.05). **D,** GSEA of genes upregulated by the overexpression of WT or K450/451R mutant in the stable lines compared with those downregulated by siEHMT1 or siEHMT2 (cutoff: *P* < 0.05). **E,** GSEA of genes upregulated by the K450/451R mutant compared with genes downregulated by siEHMT1, siEHMT2, or siLSD1 (cutoff: *P* < 0.05). **F,** Box plots depicting the relative expression of previously identified common E2F/Rb targets (49-gene) in EHMT1-K450/451R expressing LNCaP cells. **G,** Luciferase reporter assay measuring MCM7-promoter (E2F1 target) activity in COS7 cells transfected with E2F1 and/or EHMT1-WT or the K450/451R mutant. **H,** Box plots representing the doxycycline-induced change of K450/451R-upregulated or -downregulated genes in EHMT1-K450/451R stable cells (pretreated with doxycycline) treated with or without UNC0642 (2 μmol/L, for 2 days; based on RNA-seq analysis).

To confirm the activation of E2F signaling by the K450/451R mutant, we examined the expression of previously identified prostate cancer–specific E2F/Rb targets (37) and observed broad activation of those genes upon overexpression of the K450/451R mutant (Fig. 5F). In addition, we conducted a luciferase reporter assay using a previously constructed reporter driven by the *MCM7* promoter (38) and found that the dual-lysine mutant further increased E2F1 activity (Fig. 5G). These findings suggest that unmethylated EHMT1 may potentially function as a coactivator of E2F1. 

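The E2F/Rb list behind Fig. 5F is not printed in the paper's text, and the hand-written E2F list of 87 genes stands in for it. Its median log2 fold change with Dox was 0.073 in K450/451R, where 53 genes were higher and 34 lower, and 0.022 in WT, where 47 were higher and 40 lower. The K450/451R median lay above 98.8% of random lists matched on expression and the WT median above 70.9%. In the columns numbered 1 and 2 taken alone, the list median was 0.031 and 0.058 in K450/451R and 0.0059 and 0.040 in WT. These columns differed by counting noise only, so their spread gives no measure of variation between cultures. With upper-quartile normalization the medians were 0.096 and 0.029. K451R and K450R had E2F medians of 0.071 and 0.057, above 99.2% and 96.0% of random lists. The median of the difference between the Dox effects of K450/451R and WT was 0.091, above 99.3% of random lists. The S-phase list had a median of 0.10 in K450/451R, 0.11 in K451R, 0.057 in K450R and 0.022 in WT. The K450/451R median lay above 95.4% of random lists and the K451R median above 98.1%. MCM7 had a log2 fold change of 0.17 in K450/451R and 0.051 in WT, and E2F1 one of 0.058 and 0.12. From the E2F/Rb targets and the reporter assay (Fig. 5F and G), the paper proposes that unmethylated EHMT1 may function as a coactivator of E2F1.

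**Figure D5:**
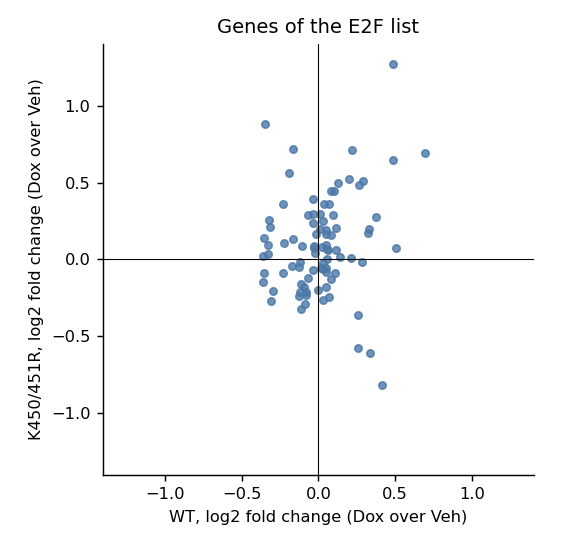
Log2 fold change with Dox in WT (horizontal axis) and in K450/451R (vertical axis) for each gene of the hand-written E2F list. Each point is 1 of 87 genes measured in 1 library per condition; 53 genes lie above 0 in K450/451R and 47 in WT.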

To further investigate whether the specific transcription program regulated by the K450/451R mutant still requires the enzymatic activity of EHMT1, we performed RNA-seq analysis in the mutant expressing cells treated with the EHMT1 inhibitor UNC0642. As shown in Fig. 5H, the activation and repression functions of the dual-lysine mutant were markedly impaired when EHMT1’s enzymatic activity was inhibited. These results suggest that unmethylated EHMT1 can specifically activate oncogenic transcription programs, possibly through the methylation of non-H3K9 histone residues or non-histone proteins.

### The Dual-lysine Demethylation Expands EHMT1 Chromatin Occupation

We conducted V5 ChIP-seq analyses for V5-tagged EHMT1 in the four stable cell lines treated with doxycycline to assess the effects of the mutations on the chromatin occupation of EHMT1. The results revealed that the dual-lysine mutation (K450/451R), but not any single-lysine mutation, significantly expanded the chromatin binding sites of EHMT1 (Fig. 6A and B). These newly gained binding sites were highly enriched in the promoter region of genes (Fig. 6C; Supplementary Fig. S7A). In addition, we performed H3K9me2 ChIP-seq analyses in these cell lines and observed that the levels of H3K9me2 at the majority of the gained sites were low and not significantly altered by any of the mutants (Fig. 6D). This suggests that the expanded chromatin recruitment of EHMT1 by the dual-lysine mutant does not lead to further global H3K9 methylation. Several identified EHMT1 sites were validated to support these findings (Fig. 6E).

**FIGURE 6:**
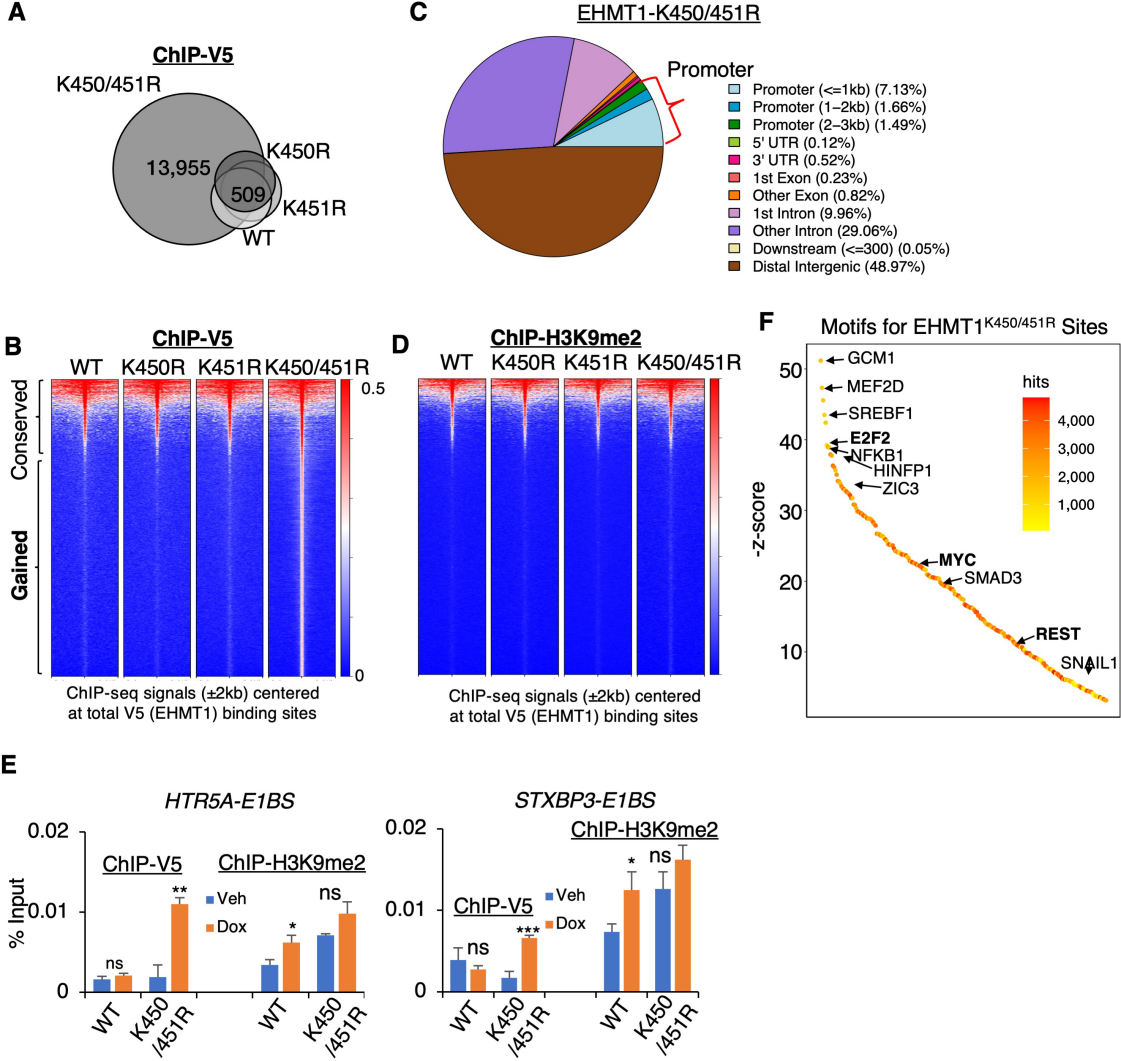
The dual-lysine demethylation dramatically expands EHMT1 chromatin occupation. **A,** ChIP-seq analyses of V5 were conducted on LNCaP stable cells overexpressing EHMT1 WT, K450R, K451R, and K450/451R (doxycycline pretreated for 2 days). The Venn diagram displays the overlapped sites. **B,** Heat map views presenting ChIP-seq signal intensity of V5 at total V5-EHMT1 binding sites. **C,** Chromatin distribution of EHMT1-K450/451R mutant binding sites. **D,** Heat map views presenting ChIP-seq signal intensity of H3K9me2 (obtained from ChIP-H3K9me2) at total V5-EHMT1 binding sites. **E,** ChIP-qPCR conducted for V5 binding (EHMT1 WT or K450/451R mutant) and H3K9me2 levels at two identified mutant binding sites in the stable cell lines. **F,** Motif enrichment analysis performed for ChIP-V5 sites identified in K450/451R mutant expressing cells.

Because EHMT1 lacks a DNA-binding domain, its interaction with chromatin is likely facilitated by specific transcription factors. To investigate this, we performed motif analysis on the chromatin sites occupied by the K450/451R mutant compared with the single-lysine mutants and WT EHMT1 (Fig. 6F; Supplementary Fig S7B). The most significantly enriched motifs at the K450/451R mutant binding sites included GCM1, MEF2D, SREBF1, E2F2, NFKB1, and HINFP1, as well as MYC. The enrichment of E2F and MYC binding motifs is consistent with the activation of E2F and MYC signaling by the K450/451R mutant. Interestingly, both E2F1 and MYC have been shown to interact with EHMT1’s interacting partner, EHMT2, in previous studies (14, 39). By utilizing published E2F1 and MYC ChIP-seq datasets in LNCaP and LNCaP-derived cells, we identified that a subset of the gained EHMT1 sites might be co-occupied by E2F1 or MYC (Supplementary Fig. S7C and S7D). For instance, *PPP1R14C*, an E2F1 target, which encodes a regulatory inhibitor subunit of protein phosphatase 1 and promotes cell-cycle progression and migration in prostate cancer cells (40), was specifically activated by the K450/451R mutant (Supplementary Fig. S7E–S7G). The induction of *PPP1R14C* was completely abolished when E2F1 was silenced through RNAi. In addition, we detected enrichment of the REST binding motif, consistent with the EHMT1’s role as a component of the REST repressor complex. Overall, these findings indicate that the dual-lysine demethylation of EHMT1 can expand its chromatin recruitment, activate oncogenic transcription programs, and promote prostate cancer cell proliferation and migration.

### EHMT1 can be Partly Demethylated by LSD1

Given the connection of LSD1 with EHMT1, we hypothesize that EHMT1 could be a substrate of LSD1. To test this, we performed an affinity pulldown assay in VCaP prostate cancer cells using a 3xMBT peptide (Supplementary Fig. S8A), which can strongly interact with methyl-lysine (41). The cells were treated with an irreversible selective LSD1 inhibitor, pargyline (42). Mass spectrometry analysis of the precipitated proteins revealed that EHMT1 and TOP2A exhibited strong interaction with the 3xMBT peptide and showed increased interaction in response to the LSD1 inhibitor (Supplementary Fig. S8B). This analysis also identified novel methylated residues, including K450 and K451 methylations in EHMT1, K219 methylation in SETD2, and K321 methylation in TOP2A (Supplementary Fig. S8C). However, the mass spectrometry analysis could not quantitatively determine which lysine methylation of EHMT1 is increased. To determine the specific lysine residue that could be a substrate of LSD1, an *in vitro* demethylase assay was conducted. The results showed that LSD1 demethylated the K450me-containing peptide but not the K451me-containing peptide (Fig. 7A), indicating that K450me is a potential substrate of LSD1, while K451me may be demethylated by other lysine demethylases. Interestingly, LSD1 activity was also lower for the K450/451 dual-methylated peptide (Fig. 7B), suggesting that the demethylation process may be sequential, with K451 demethylation occurring before LSD1-mediated demethylation of K450. The interactions between EHMT1 and other proteins, including EHMT2, LSD1, HDAC1/2, and REST, were not significantly affected by the mutations at the K450 and/or K451 sites (Fig. 7C). Interestingly, while EHMT2 was reported to be a subunit of an E2F1 complex (14), we did not detect a direct interaction between EHMT1 and E2F1. However, a strong interaction was detected between LSD1 and E2F1, consistent with our previous finding (37).

**FIGURE 7:**
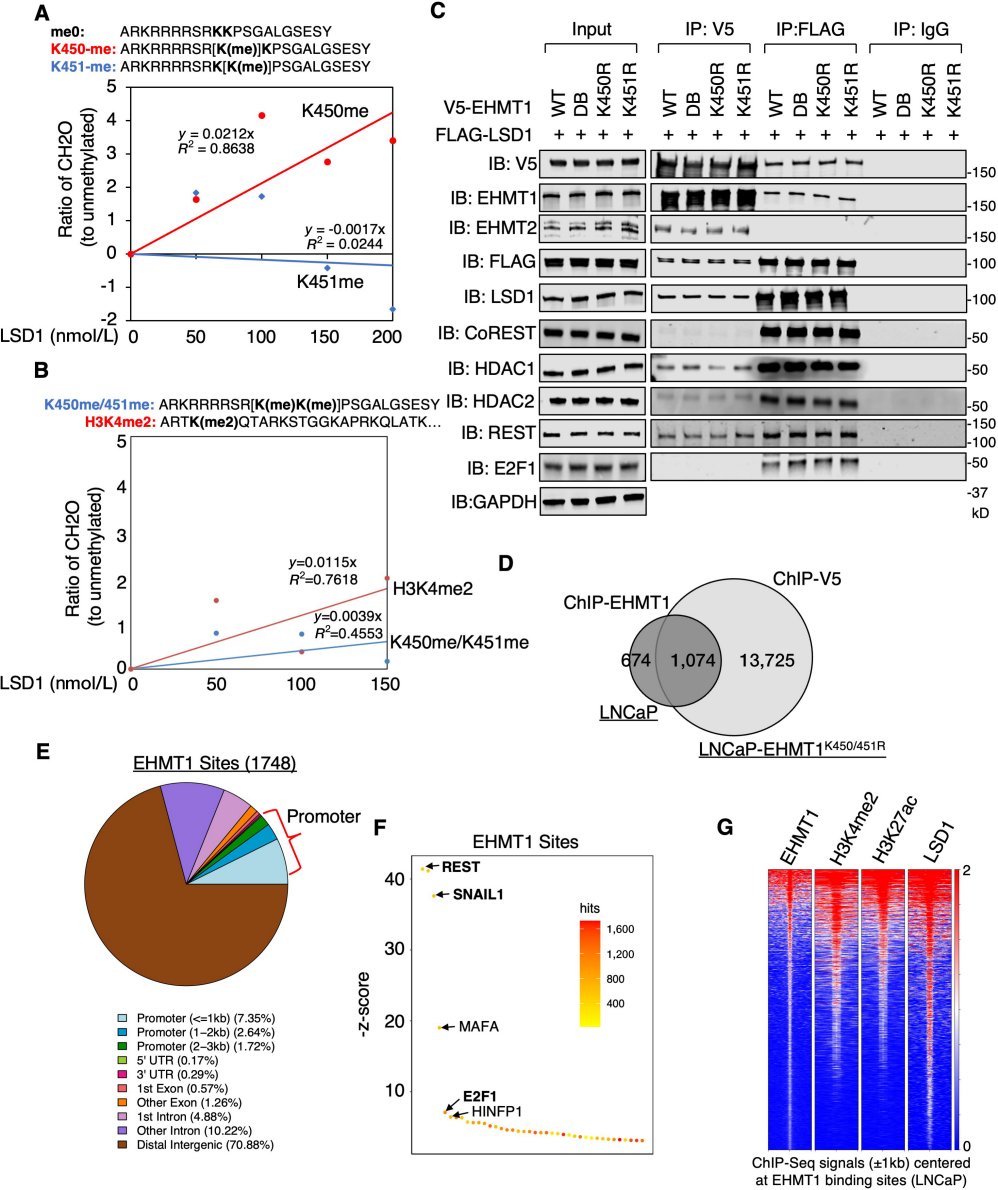
EHMT1 can be partly demethylated by LSD1. *In vitro* demethylation assay measuring formaldehyde production using synthetic K450- and K451-methylated EHMT1 peptides (amino acids 441–461; **A**) or dual-methylated EHMT1 peptide and K4-dimethylated H3 recombinant protein (**B**), as substrates incubated with recombinant LSD1 protein. Results were normalized to the unmethylated EHMT1 peptide. **C,** Immunoblotting analysis of the indicated proteins co-immunoprecipitated with V5 or FLAG in HEK293 cells cotransfected with V5-EHMT1 WT (doxycycline for 3 days) and mutants with FLAG-LSD1. **D,** The Venn diagram illustrating ChIP-EHMT1 peaks in parental LNCaP cells compared with ChIP-V5 peaks in LNCaP cells expressing EHMT1-K450/451R. **E,** Chromatin distribution of EHMT1 binding sites was displayed. **F,** Motif enrichment analysis for EHMT1 binding sites. **G,** Heat map view presenting the ChIP-seq signal intensity of EHMT1, H3K4me2, H3K27ac, and LSD1 centered at EHMT1 binding sites in LNCaP cells.

### EHMT1 Binding is Globally Associated with LSD1

Furthermore, EHMT1 chromatin binding was examined through ChIP-seq analysis in LNCaP cells. Approximately 1,700 binding peaks were identified for the endogenous EHMT1, with approximately 60% and approximately 30% of those sites overlapping with the binding sites of the K450/451R mutant or WT, respectively (Fig. 7D; Supplementary Fig. S8D). Consistently, the endogenous EHMT1 binding was also enriched in gene promoter regions (Fig. 7E). Motif enrichment analysis on these sites showed a significant enrichment of REST, SNAIL1, E2F1, and HINFP1 (Fig. 7F). Importantly, using our previously published ChIP-seq datasets (8, 32), we observed a clear association between EHMT1 binding and enhancer marks (H3K4me2, H3K27ac) as well as LSD1 binding (Fig. 7G). These findings suggest that EHMT1 may be a component of the LSD1 activator complex, and at least a subset of EHMT1 binding is associated with enhancers and transcriptional activation rather than repression. A working model on EHMT1 activity in cancer cells is presented in Fig. 8, based on all the evidence.

**FIGURE 8:**
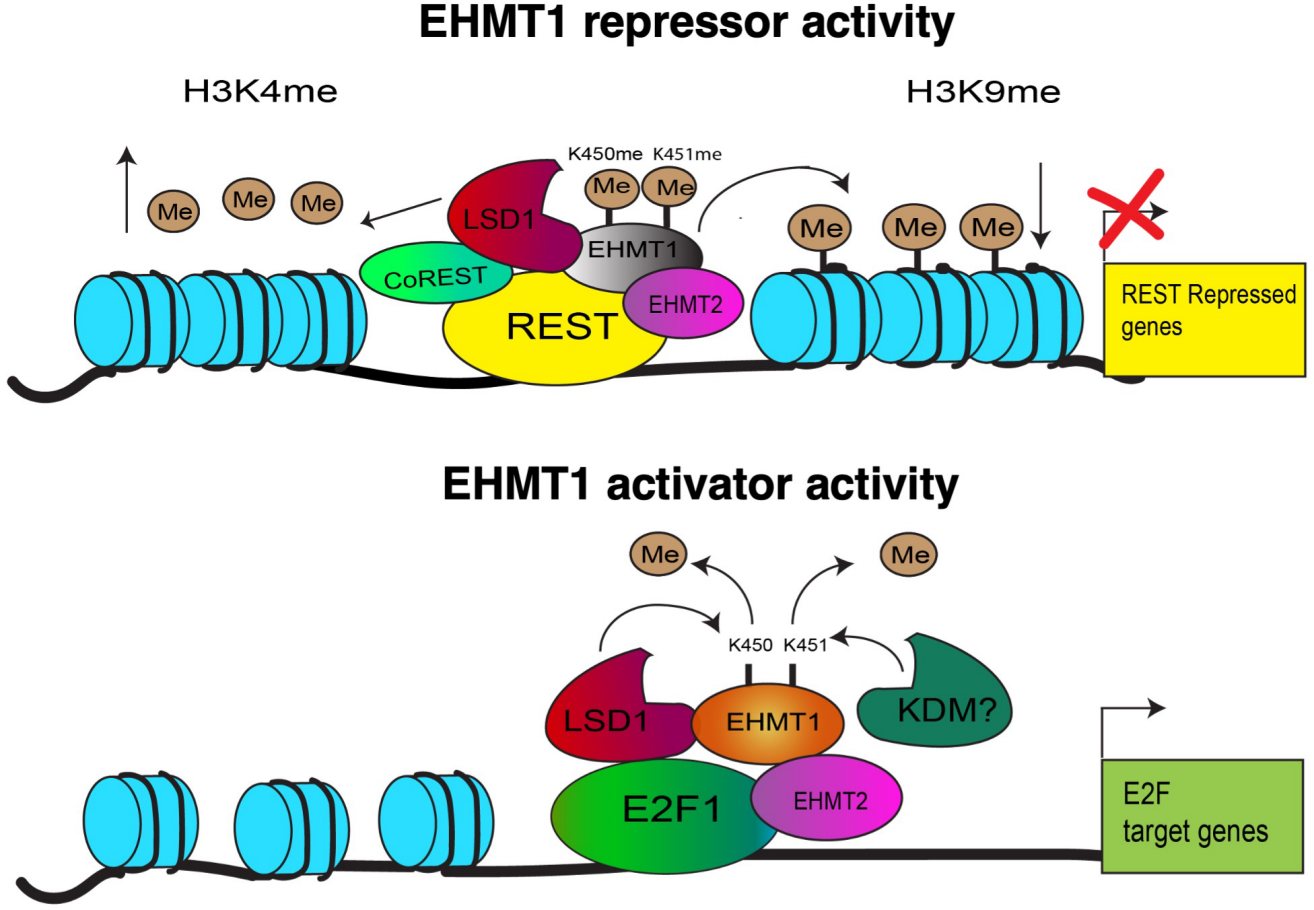
A working model for the transcriptional repressor and activator functions of EHMT1. A graphic model illustrates how lysine demethylation enables the oncogenic activity of EHMT1.

## Discussion

This study has identified lysine 450 and 451 methylations as novel posttranslational modifications of EHMT1 and demonstrated the functional importance of dual-lysine demethylation as a molecular switch in reprogramming EHMT1 activity in prostate cancer cells. Interestingly, this H3K9-independent activity of EHMT1 in prostate cancer is similar to the previously reported polycomb-independent activity of EZH2, which is regulated by its phosphorylation at serine 21 (6). These modifications also change the functions of EHMT1 and EZH2 from transcription corepressors to possible coactivators, highlighting the significant role of posttranslational modifications of histone-modifying proteins in mediating epigenetic reprogramming in cancer. Our results indicate that LSD1 may specifically demethylate K450 but not K451, suggesting that this dual-lysine methylation/demethylation process may be precisely regulated by multiple KMTs and KDMs. While LSD1 and EHMTs are known subunits of the REST repressor complex, involved in silencing gene transcription by demethylating and methylating their canonical histone targets (H3K4me1,2 and H3K9; ref. 20), studies from us and other groups have shown that LSD1 can also act as an activator in prostate cancer cells through multiple mechanisms, including the demethylation of non-histone proteins like FOXA1 (8, 31). Interestingly, a previous study reported that EHMT2 can methylate lysine 114 of LSD1, leading to its recognition and interaction with the chromatin-remodeling protein CHD1 to activate gene transcription in prostate cancer cells (19). These modifications between EHMT1/2 and LSD1 may serve as biochemical switches that establish a coactivator network and regulate their coactivator functions, potentially allowing them to functionally collaborate in a transcription activator complex.

One possible activator complex is the AR complex, as K114-methylated LSD1 can activate the classic AR target, *TMPRSS2* (19). However, data from us and others suggest that EHMT1/LSD1 can function as activators in AR-negative prostate cancer cell lines, indicating their potential involvement in an AR-independent complex (7, 37). Another possible transcription activator complex is the E2F complex, as E2F family members were highly ranked in the motif enrichment analysis of EHMT1 binding sites, and the transcriptional programs of EHMT1/2 and LSD1 were significantly enriched for E2F signaling pathways. We also observed that the dual-lysine mutant of EHMT1 specifically enhanced the E2F activity on the MCM7-promoter reporter and an E2F target, *PPP1R14C*. Although we did not detect a direct interaction between EHMT1 and E2F1 in our experiments, a previous study from us revealed the important role of LSD1 in stabilizing E2F1 chromatin binding in prostate cancer cells, and a strong interaction between LSD1 and E2F1 was observed (ref. 37; also see Fig. 7C). Therefore, EHMT1 may indirectly interact with E2Fs through LSD1 or EHMT2. In addition, the strong activity of EHMT1 in promoting prostate cancer metastasis suggests its potential involvement in regulating metastasis-related transcription factors, such as MYC. However, in these possible activator complexes, EHMT1 may function to methylate non-H3K9 substrates. Further studies are needed to fully understand the molecular basis of how K450/451 methylation of EHMT1 affects the potential E2F-LSD1-EHMT1/2 complex (or other activator complexes).

Notably, the amino acid sequence encompassing the K450/K451 region of EHMT1 bears a resemblance to a nuclear localization signal, suggesting a potential role of methylation modifications in regulating EHMT1’s subcellular localization. However, as indicated in Supplementary Fig. S5G, both WT and K450/451R mutant EHMT1 displayed clear nuclear staining, indicating that this mutation does not impact nuclear localization. Interestingly, EHMT1 exhibited puncta formation within the nucleus, a characteristic feature of nuclear condensates typically composed of coactivator complexes (43, 44). Strikingly, the K450/451R mutant showed even more pronounced puncta formation, implying an increased involvement in transcriptional activation functions. Given our recent findings of nuclear condensates between LSD1 and BRD4 driving super-enhancer activation in prostate cancer cells (31), it is plausible that EHMT1 may also participate in these complexes. We are currently conducting further investigations in our laboratory to explore this possibility.

One limitation of this mechanistic study is that we relied solely on the lysine to arginine mutations at K450/451 sites, which preserve the amino acid characteristics of the domain. However, we cannot entirely rule out the possibility that these mutations may create an artificial gain-of-function effect. To address this concern, a further confirmation using lysine to alanine mutations may be pursued, even though alanine substitutions might disrupt domain characteristics. In addition, it is conceivable that this site could undergo other modifications, such as ubiquitination and acetylation, although our mass spectrometry analyses did not detect such modifications. Nonetheless, to fully address these caveats, more comprehensive investigations may be required in the future.

LSD1 inhibitors have been tested in clinical trials for leukemia, small cell lung cancer, and other solid tumors, with them entering phase II trials (e.g., ORY1001 and INCB059872; ref. 45). A previous study also demonstrated the efficacy of a structurally distinct LSD1 inhibitor (SP2509) in treating PC-3–derived xenograft, a stem cell-like CRPC model (7). In contrast, EHMT1/2 inhibitors are still underdeveloped, and none of these inhibitors have been tested in clinical trials for cancer. Our data suggest that UNC0642 may exhibit antitumor activities *in vivo* by moderately repressing CRPC tumor growth and more potently on metastasis. In future studies, EHMT1/2 inhibitors could be combined with LSD1 inhibitors to more effectively repress the oncogenic pathways in CRPC. One potential concern of this treatment strategy would be the possibility of lineage reprogramming induced by EHMT1/2 inhibitors. However, our data reveal that targeting EHMT1/2 can decrease the expression of genes mediating NE progression. Therefore, it is unlikely that the treatment could cause CRPC to transition to NE prostate cancer. Nonetheless, the effects of long-term treatment with these inhibitors would need to be assessed in future research. In summary, our study demonstrates the role of a novel EHMT1 modification as a biochemical switch in mediating its molecular activity and tumor-promoting function in prostate cancer. It also suggests a novel therapeutic strategy in CRPC by directly targeting EHMTs or concurrently targeting EHMTs and other epigenetic factors, such as LSD1.

## Supplementary Material

Figure S1 Figure S1 shows that Silencing EHMT1 or EHMT2 decreases PCa cell proliferation and migration. Click here for additional data file.

Figure S2 Figure S2 shows that EHMT2 activates genes mediating neuroendocrine transformation in PCa. Click here for additional data file.

Figure S3 Figure S3 shows that EHMT1/2 inhibitors BIX01294 and UNC0638 decrease LNCaP and PC-3 cell proliferation and migration. Click here for additional data file.

Figure S4 Figure S4 shows that EHMT1/2 inhibitors BIX01294 and UNC0638 cannot suppress CRPC xenograft tumors in vivo. Click here for additional data file.

Figure S5 Figure S5 shows that K450/K451 methylations do not affect EHMT1 protein stability or nuclear localization. Click here for additional data file.

Figure S6 Figure S6 shows that Transcription profiling for WT and mutant EHMT1-overexpressing cells. Click here for additional data file.

Figure S7 Figure S7 shows that K450/451R mutant-induced expression of PP1R14C can be diminished by silencing E2F1. Click here for additional data file.

Figure S8 Figure S8 shows that Mass-spectrometry analysis on 3xMBT-purified proteins in PCa cells treated with LSD1 inhibitor. Click here for additional data file.

# Supplementary material for: Demethylation of EHMT1/GLP Protein Reprograms Its Transcriptional Activity and Promotes Prostate Cancer Progression
**Source:** Cancer Res Commun. 2023 Aug 31;3(8):1716–30. doi: 10.1158/2767-9764.CRC-23-0208
**Supplement:** Figure S1 — shows that Silencing EHMT1 or EHMT2 decreases PCa cell proliferation and migration.

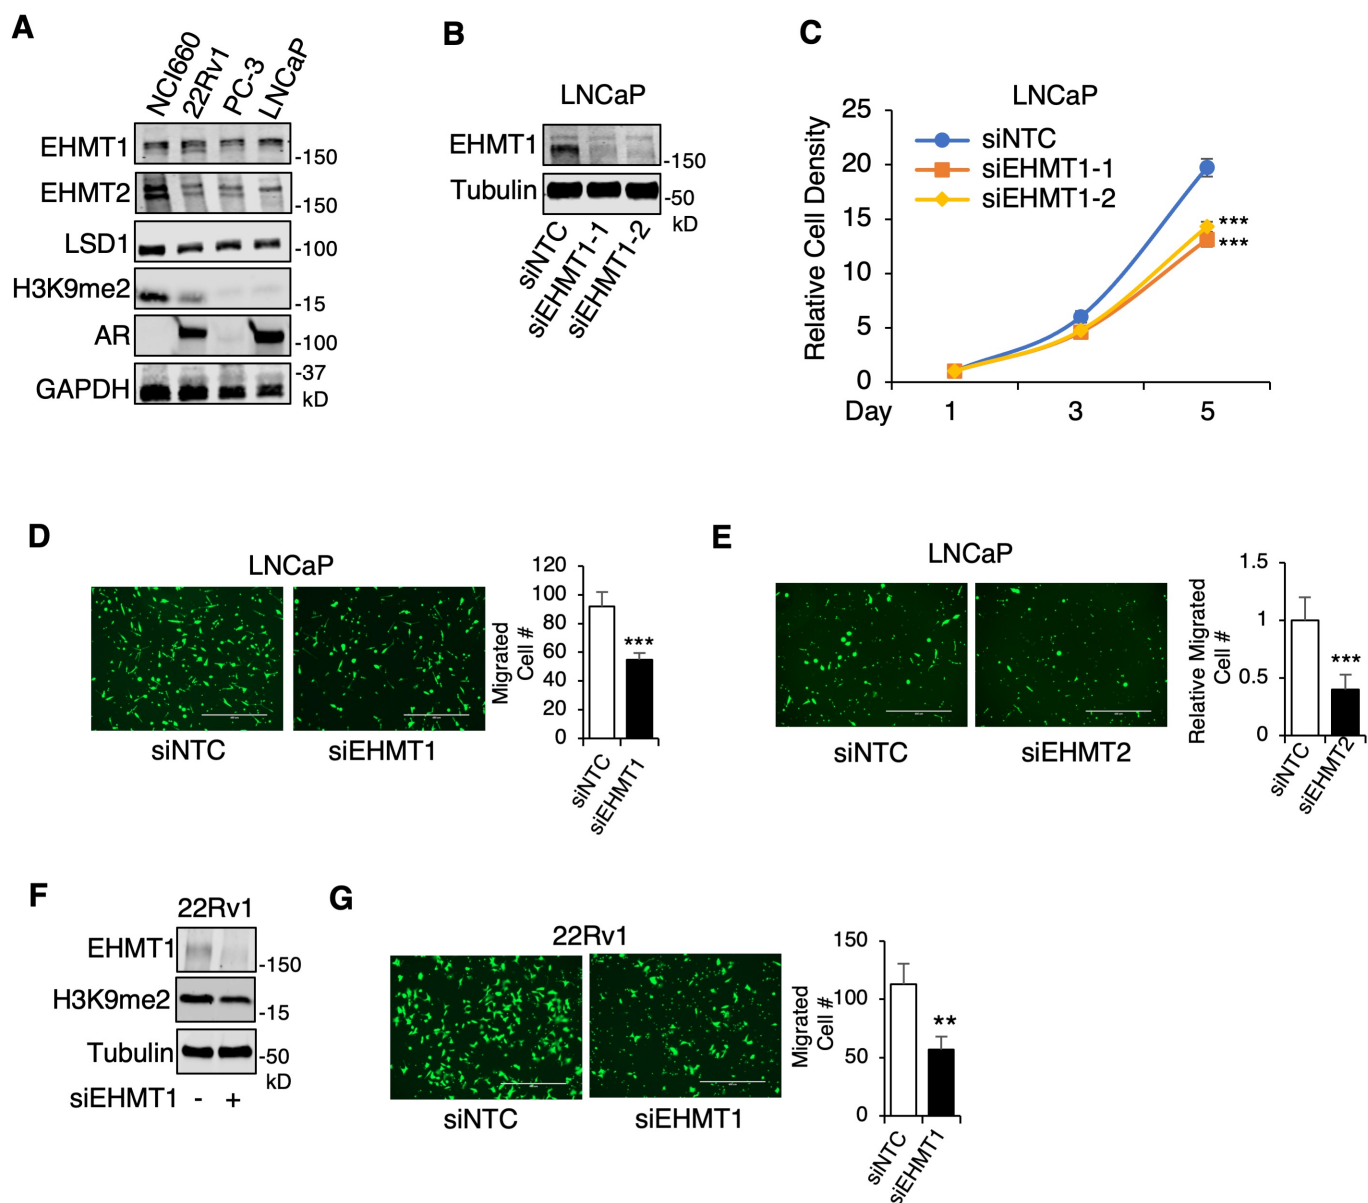

### Supplementary Figure S1. Silencing EHMT1 or EHMT2 decreases PCa cell proliferation and migration

(A) Immunoblotting for the indicated proteins in four PCa cell lines. (B, C) Immunoblotting for EHMT1 (B) and proliferation assay (C) in LNCaP cells transfected with two individual siRNAs against EHMT1 (3d for immunoblotting, 1-5d for proliferation assay). (D, E) Transwell migration assay in LNCaP cells transfected with siRNA pools against EHMT1 (D) or EHMT2 (E) for 3d. (F, G) Immunoblotting for EHMT1 (F) and transwell migration assay (G) for CWR-22RV1 cells transfected with siEHMT1 or siNTC for 3d.

# Supplementary material for: Demethylation of EHMT1/GLP Protein Reprograms Its Transcriptional Activity and Promotes Prostate Cancer Progression
**Source:** Cancer Res Commun. 2023 Aug 31;3(8):1716–30. doi: 10.1158/2767-9764.CRC-23-0208
**Supplement:** Figure S2 — shows that EHMT2 activates genes mediating neuroendocrine transformation in PCa.

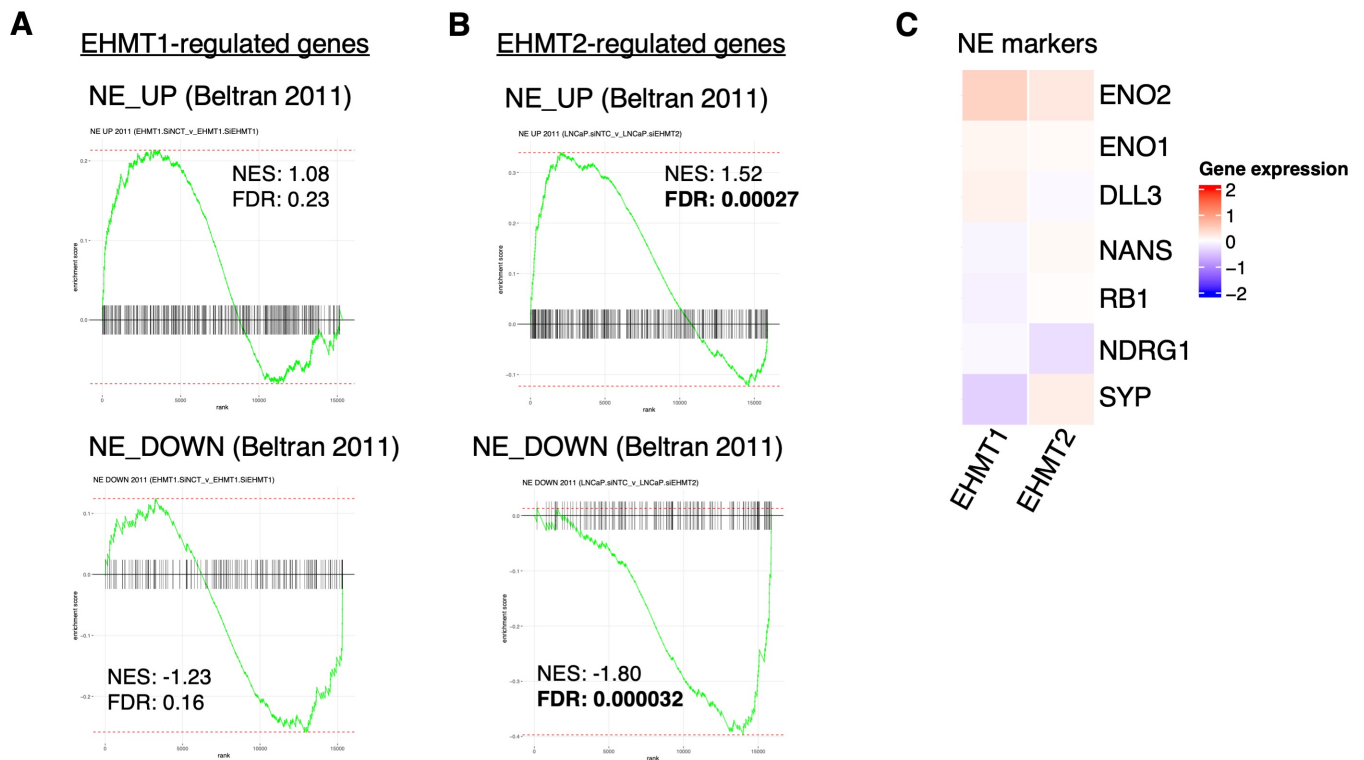

### Supplementary Figure S2. EHMT2 activates genes mediating neuroendocrine transformation in PCa

(A, B) GSEA of EHMT1-regulated genes (A) and EHMT2-regulated genes (B) to assess the enrichment of previously defined gene sets upregulated (NE\_UP) or downregulated (NE\_DOWN) in neuroendocrine (NE) PCa (Beltran NE signatures, 2011). (C) Heatmap view illustrating the change of expression levels in NE markers regulated by EHMT1 or EHMT2, based on the RNA-seq analysis.

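The other neuroendocrine markers of Supplementary Fig. S2C changed little between siEHMT1 and siNTC. The log2 fold changes of siEHMT1 over siNTC were −0.12 for ENO1, −0.19 for DLL3, 0.091 for NANS, 0.071 for RB1 and 0.031 for NDRG1. Their adjusted p from edgeR's quasi-likelihood test lay between 0.767 and 0.963, and between 0.731 and 0.919 with the replicate block. DLL3 had 85 and 52 counts with siNTC and 78 and 96 with siEHMT1, so that its change was of the size of its standard error of 0.22. The signs of DLL3, RB1 and NDRG1 differed between the replicate pairs.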

# Supplementary material for: Demethylation of EHMT1/GLP Protein Reprograms Its Transcriptional Activity and Promotes Prostate Cancer Progression
**Source:** Cancer Res Commun. 2023 Aug 31;3(8):1716–30. doi: 10.1158/2767-9764.CRC-23-0208
**Supplement:** Figure S3 — shows that EHMT1/2 inhibitors BIX01294 and UNC0638 decrease LNCaP and PC-3 cell proliferation and migration.

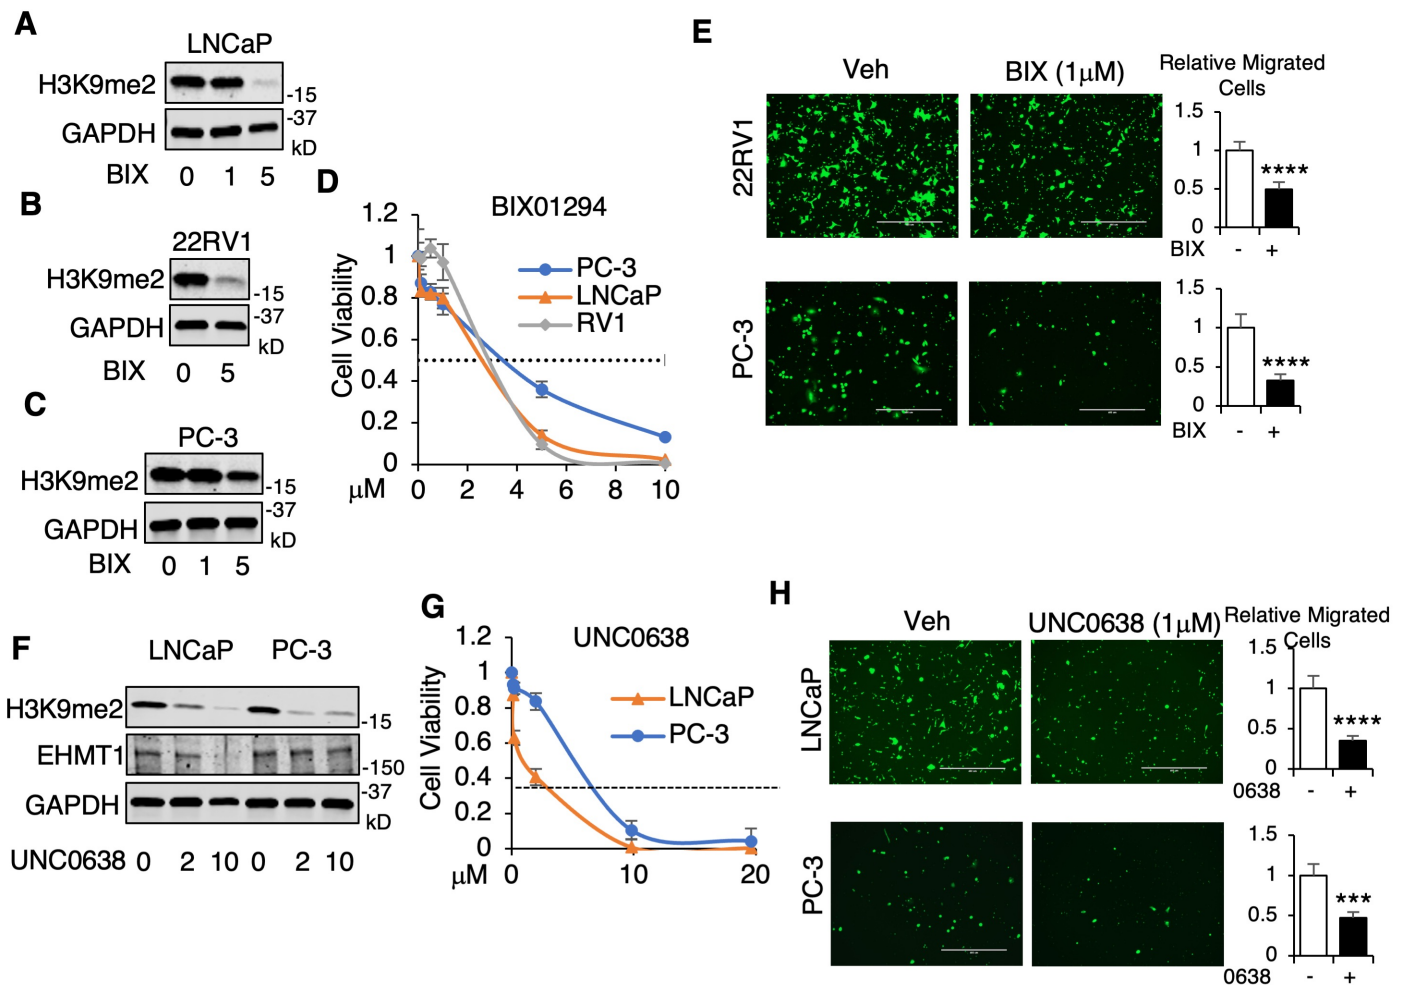

**Supplementary Figure S3. EHMT1/2 inhibitors BIX01294 and UNC0638 decrease LNCaP and PC-3 cell proliferation and migration**

(A, B, C) Immunoblotting for H3K9me2 in LNCaP (A), 22RV1 (B), or PC-3 cells (C) treated with BIX01294 (0-5μM for 3d). (D, E) Proliferation assay (D) and transwell migration assay (E) in LNCaP, PC-3, or 22RV1 cells treated with BIX01294 for 3d (0-10 μM, 3d for proliferation, 1μM, 2d for migration). (F, G, H) Immunoblotting for H3K9me2 and EHMT1 (F), proliferation assay (G), and transwell migration assay (H) in LNCaP or PC-3 cells treated with UNC0638 (0-20μM, 3d for proliferation; 1μM, 2d for migration).

# Supplementary material for: Demethylation of EHMT1/GLP Protein Reprograms Its Transcriptional Activity and Promotes Prostate Cancer Progression
**Source:** Cancer Res Commun. 2023 Aug 31;3(8):1716–30. doi: 10.1158/2767-9764.CRC-23-0208
**Supplement:** Figure S4 — shows that EHMT1/2 inhibitors BIX01294 and UNC0638 cannot suppress CRPC xenograft tumors in vivo.

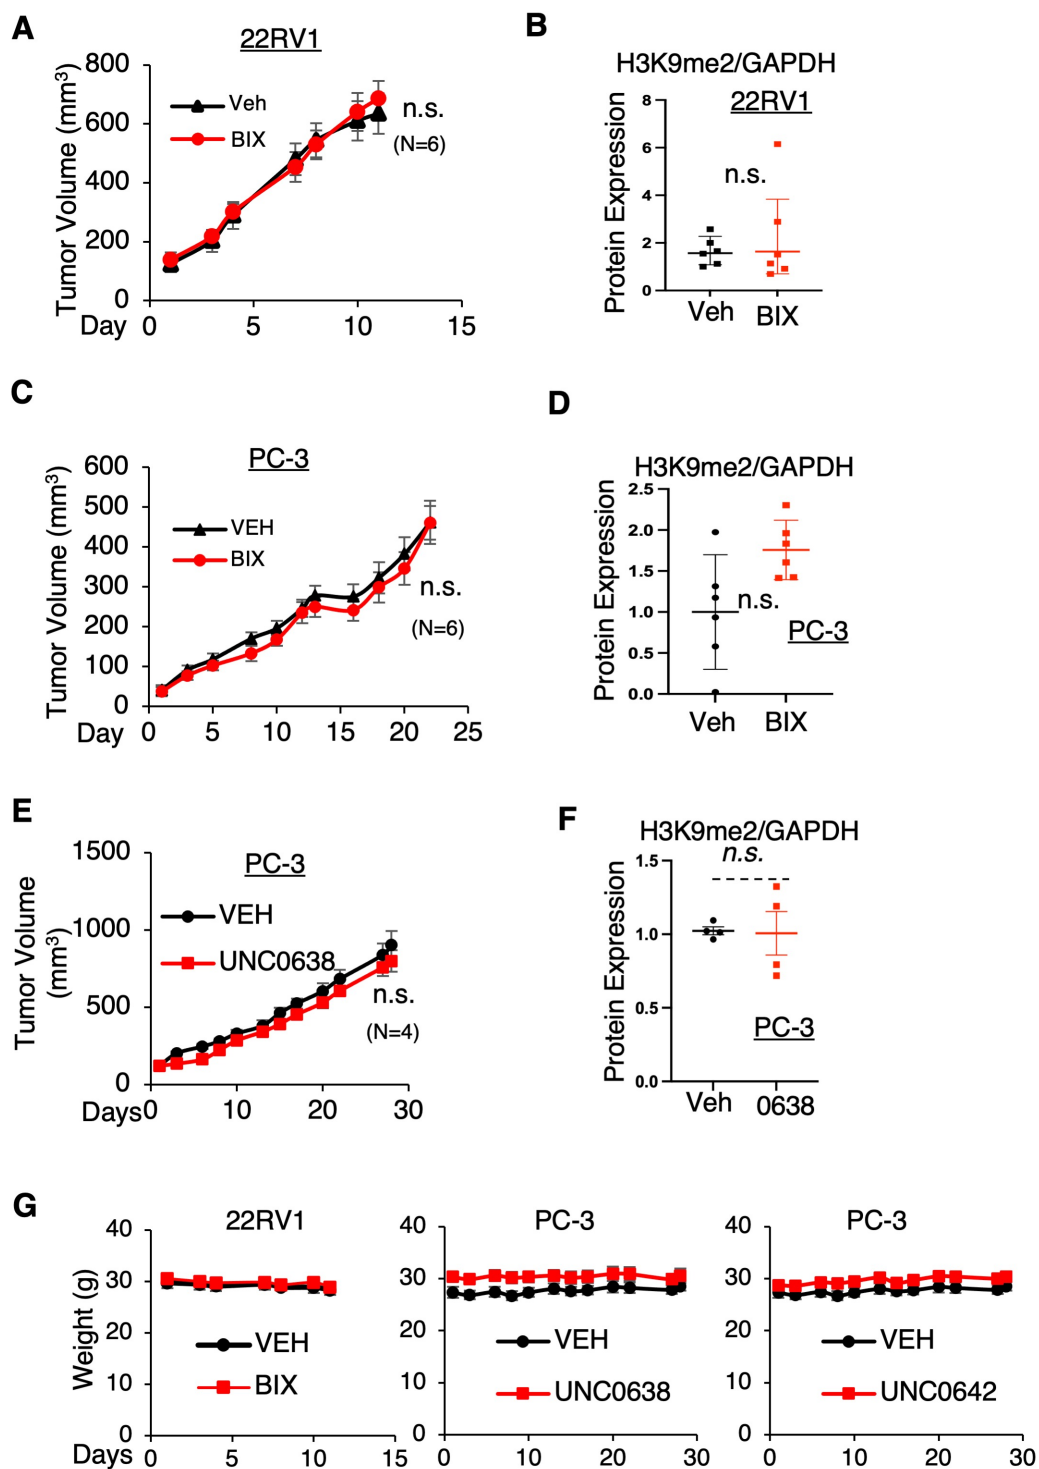

**Supplementary Figure S4. EHMT1/2 inhibitors BIX01294 and UNC0638 cannot suppress CRPC xenograft tumors in vivo**

(A, B, C, D) 22Rv1 cells (A) or PC-3 cells (C) were subcutaneously injected into castrated male SCID mice. Once the tumor was established, mice were treated daily with BIX01294 (30mg/kg) through oral gavage (N=6

for each model). The tumor volume was measured by caliper. Normalized H3K9me2 expression was calculated (using ImageJ) based on immunoblotting of H3K9me2 and GAPDH in CWR22-RV1 (B) model or PC-3 model (D). (E, F) PC-3 cells were subcutaneously injected into castrated male SCID mice. Mice-bearing tumors were treated daily with UNC0638 (10mg/kg) through oral gavage (N=4). The tumor volume was measured by caliper (E) and normalized H3K9me2 expression was calculated (F). (G) Average body weight for mice treated with BIX01294, UNC0638, or UNC0642.

# Supplementary material for: Demethylation of EHMT1/GLP Protein Reprograms Its Transcriptional Activity and Promotes Prostate Cancer Progression
**Source:** Cancer Res Commun. 2023 Aug 31;3(8):1716–30. doi: 10.1158/2767-9764.CRC-23-0208
**Supplement:** Figure S5 — shows that K450/K451 methylations do not affect EHMT1 protein stability or nuclear localization.

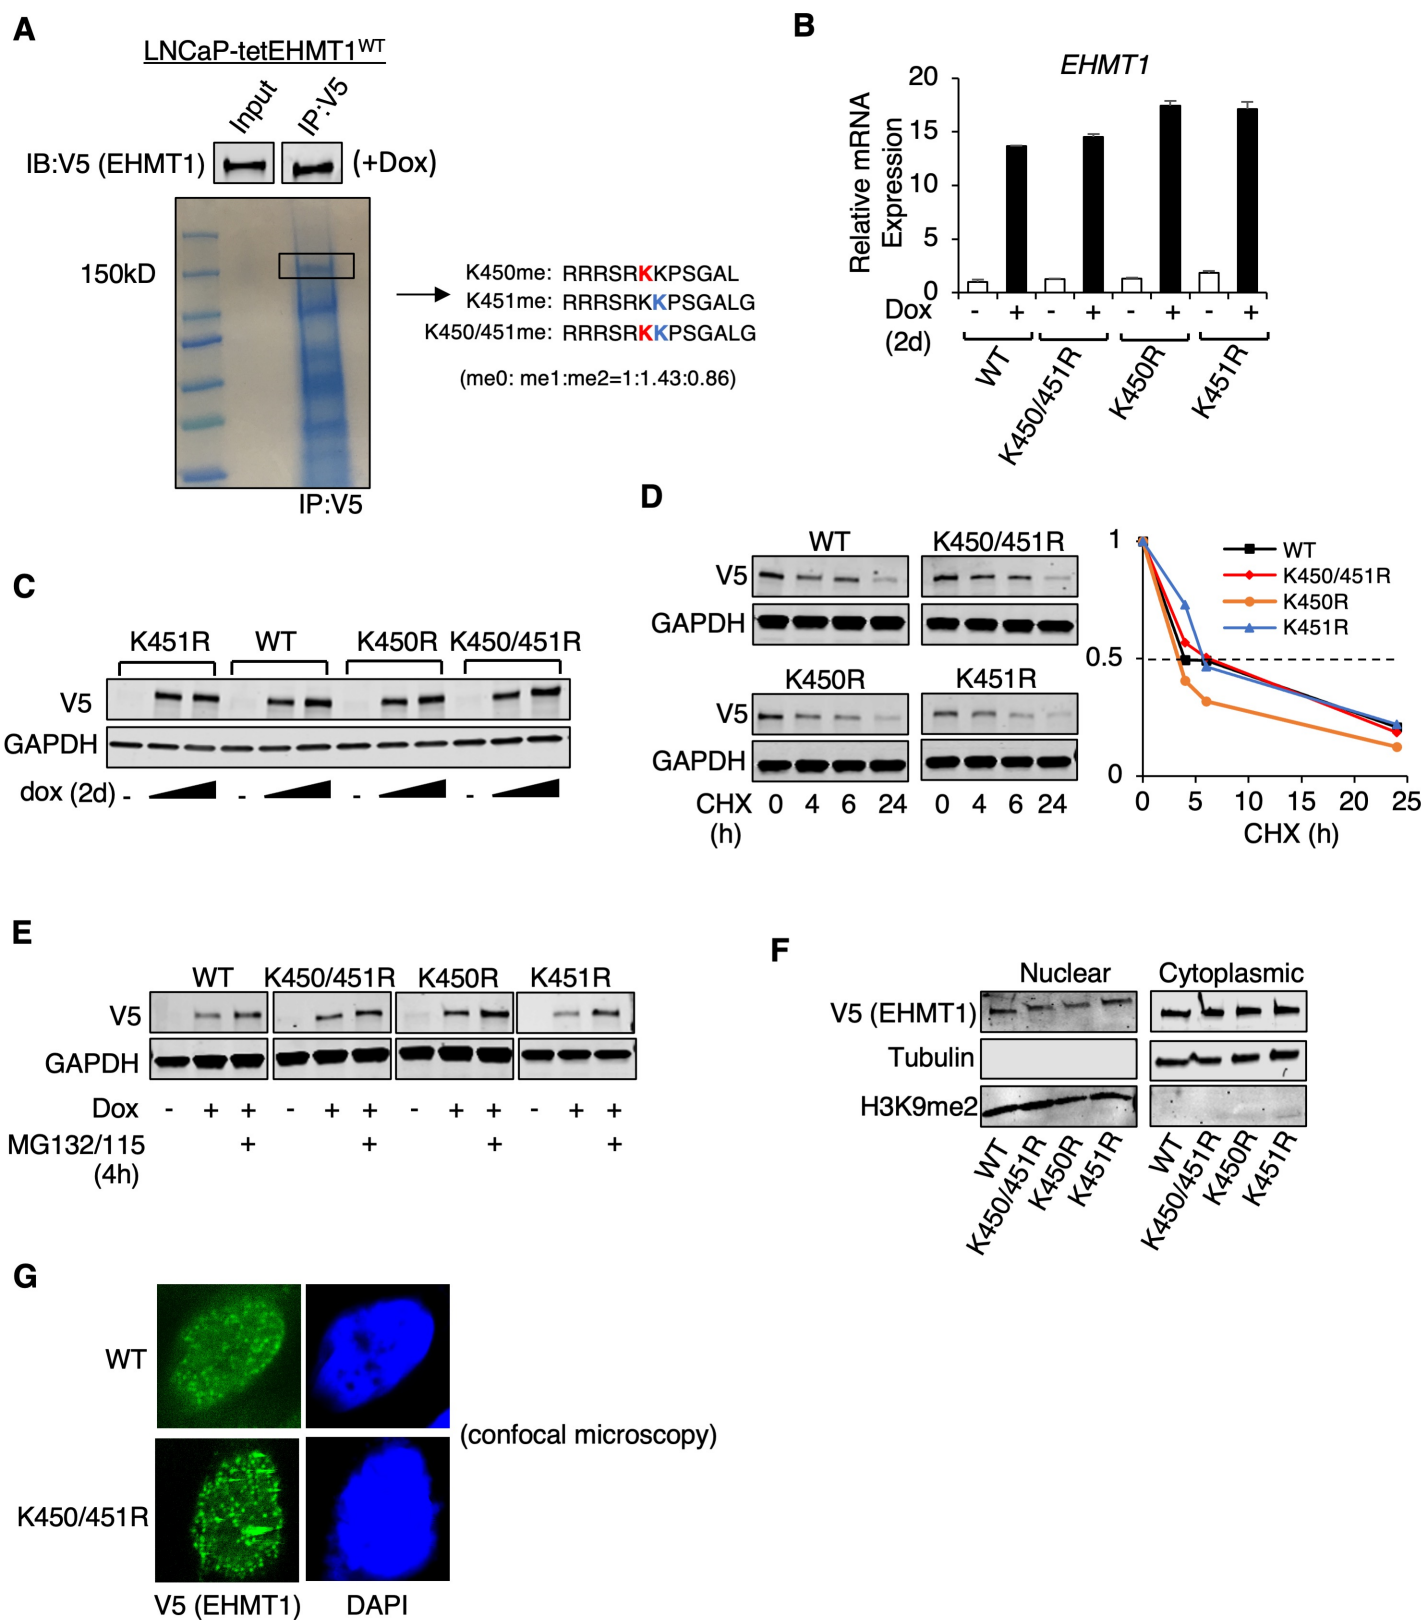

Figure S5. K450/K451 methylations do not affect EHMT1 protein stability or nuclear localization

**(A)** Immunoprecipitation for V5 (EHMT1) from LNCaP cells expressing V5-tagged doxycycline-regulated EHMT1 and stained with Coomassie blue (the 175KDa protein band was excised and digested for mass spectrometry analysis). K450 or K451 mono-methylations were the only major posttranslational modifications identified. **(B, C)** LNCaP stable cell lines expressing EHMT1 WT, K450R, K451R, or K450/451R mutants were established. qRT-PCR for EHMT1 mRNA expression (B) and immunoblotting for EHMT1 protein expression (C) in cells treated with doxycycline for 2 days (d). **(D)** Immunoblotting for V5 in these LNCaP stable cells (pretreated with doxycycline 2d) treated with cycloheximide (50 $\mu$ M, 0-24h). **(E)** Immunoblotting for V5 in stable cell lines (pretreated with doxycycline 2d) treated with the combination of MG132/MG115 at 10 $\mu$ M for 4 hours (h). **(F)** Immunoblotting for indicated proteins in the nuclear extract or cytoplasmic extract of stable cell lines (pre-treated with doxycycline 2d). **(G)** Immunofluorescence staining of V5 in LNCaP stable cells expressing V5-tagged WT EHMT1 or K450/451R mutant using confocal microscopy.

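Lysines 450 and 451 of EHMT1 are encoded on the plus strand of chromosome 9 in GRCh37 by adjacent AAG codons, at 140648722 to 140648724 and 140648725 to 140648727. They lie in the coding sequence of exon 8 of 27 of the transcript ENST00000460843, which encodes a protein of 1298 residues. The reference protein sequence around the site is RRRRSRKKPSGALG, read from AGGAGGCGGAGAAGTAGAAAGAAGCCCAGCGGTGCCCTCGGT, and the methylated residues are the adjacent KK. The shorter annotated transcripts ENST00000462484 and ENST00000629335, with proteins of 808 and 556 residues, carry the same codons in their exon 8. In this figure, qRT-PCR measures EHMT1 mRNA and immunoblotting the protein of the induced lines. The cycloheximide course blocks new protein synthesis, so the loss of V5 signal reports protein half-life, and MG132 and MG115 block proteasomal degradation.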

# Supplementary material for: Demethylation of EHMT1/GLP Protein Reprograms Its Transcriptional Activity and Promotes Prostate Cancer Progression
**Source:** Cancer Res Commun. 2023 Aug 31;3(8):1716–30. doi: 10.1158/2767-9764.CRC-23-0208
**Supplement:** Figure S6 — shows that Transcription profiling for WT and mutant EHMT1-overexpressing cells.

# A

## Dox-upregulated genes

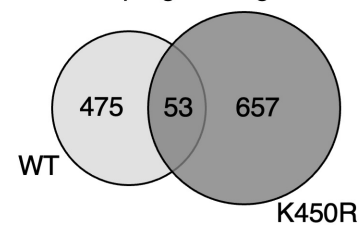

## Dox-downregulated genes

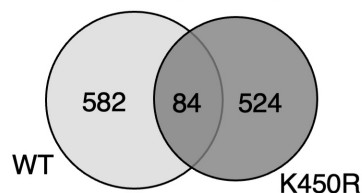

# B

## Dox-upregulated genes

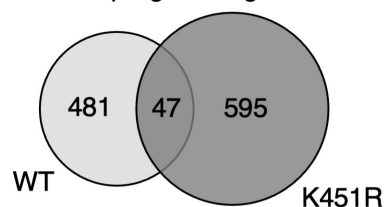

## Dox-downregulated genes

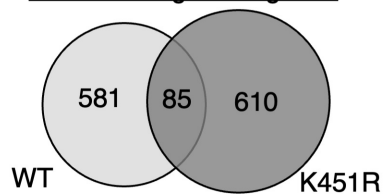

# D

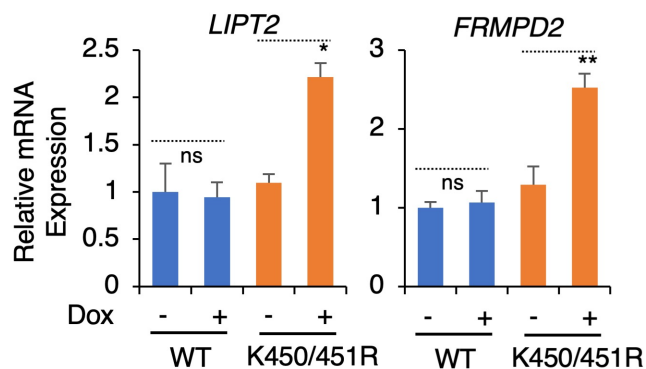

# C

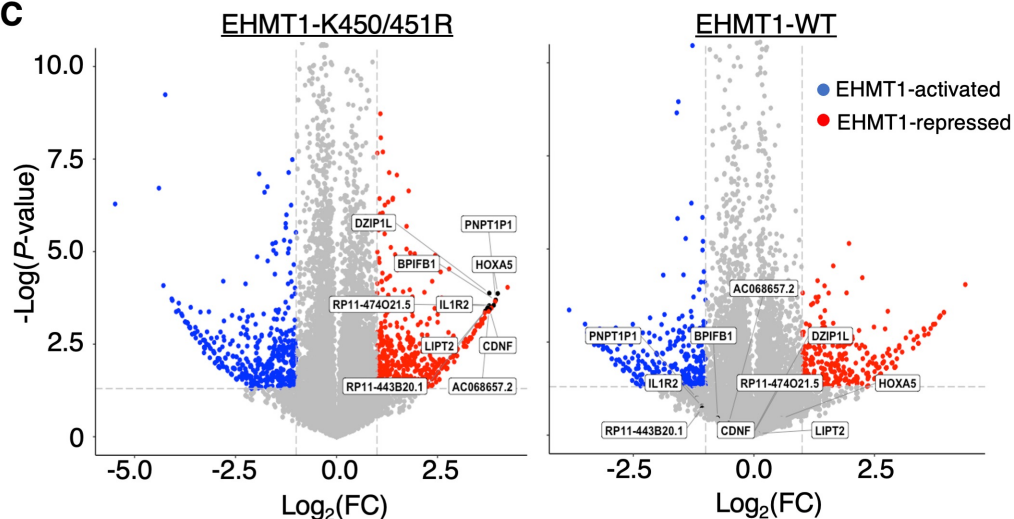

# E

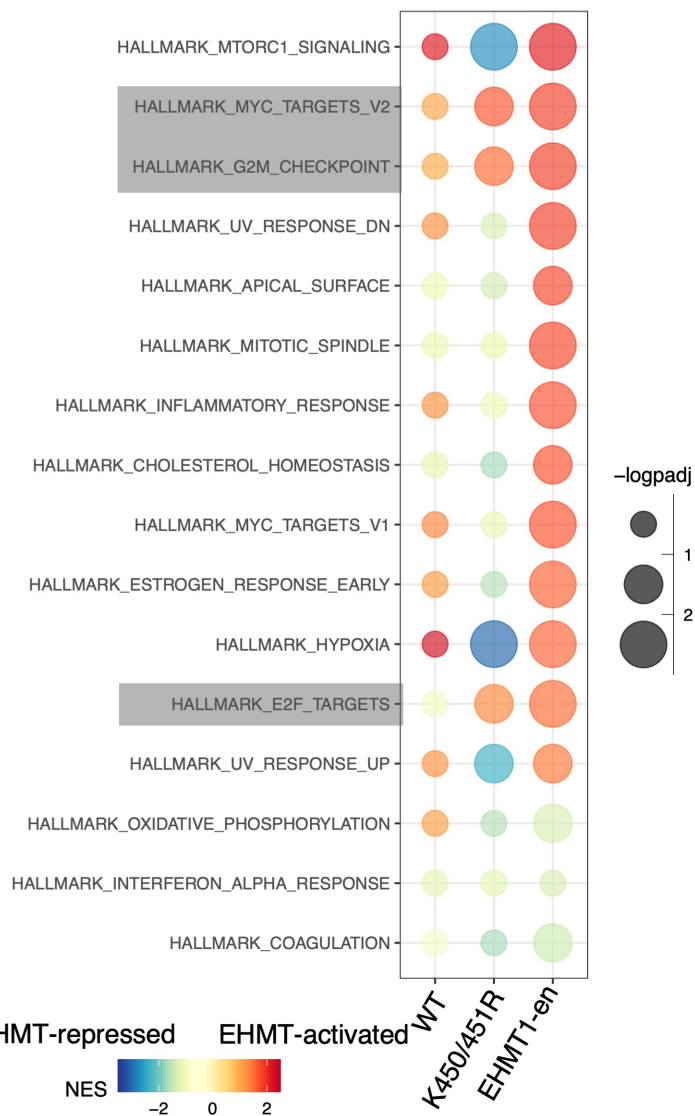

**Supplementary Figure S6. Transcription profiling for WT and mutant EHMT1-overexpressing cells**

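For the single mutants, 250 genes were higher and 213 lower with Dox in K450R, and 194 higher and 209 lower in K451R, at the cutoff of 2-fold and an unadjusted p under 0.05 in edgeR's test on the reads of 1 library per condition. K450R shared 20 higher and 19 lower genes with WT, where 14.0 and 15.5 are expected by chance within bins of mean count. K451R shared 11 higher and 27 lower genes with WT, where 10.8 and 13.7 are expected. Opposite calls were no more frequent than expected: 12 genes were higher in K450R and lower in WT (16.9 expected), 9 the other way round (12.6 expected), 12 genes were higher in K451R and lower in WT (13.2 expected) and 8 the other way round (11.5 expected). The calls with the replicate block were 250 and 215 in K450R and 194 and 213 in K451R, at Pearson correlations of same-numbered columns of 0.000501 and 0.0310. The Dox effect differed from that in WT, by the interaction test on the reads, for 664 genes in K450R and 642 in K451R. Of the settings chosen in advance, the filter on low counts moved these numbers most: with none, 1451 genes in K450R and 1434 in K451R were past the cutoff in either direction. The largest changes were taken among genes with an adjusted p under 0.05 in edgeR's test on the reads, which compares those libraries only. A mean count of at least 10 and the same direction in both columns were also required. Besides EHMT1, the largest changes in K450R were falls of HSPA6 from 58 counts to 1 (at least 22.0-fold lower) and ENO1-IT1 from 35 to 5, and rises of CTD-2328D6.1 from 835 to 6437 and RNA5-8SP6 from 3 to 40 (at least 11.7-fold higher). In K451R, they were falls of HSPA6 from 62 to 14, RPS7P11 from 38 to 11, ENO1-IT1 from 38 to 11 and HNRNPU-AS1 from 40 to 12 counts.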

(A, B) Venn diagrams for EHMT1-WT-regulated genes versus K450R (A) or K451R-regulated (B) genes (cutoff: 2-fold,  $P < 0.05$ ). (C) Volcano plots for EHMT1-K450/451R and WT-regulated genes. 

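The genes labelled in the K450/451R volcano plot had few reads with Veh. Summed over the library, DZIP1L had 2 counts with Veh and 40 with Dox (at least 11.2-fold higher), HOXA5 had 1 and 35 (at least 9.79-fold) and RP11-474O21.5 had 1 and 30 (at least 8.39-fold). RP11-443B20.1 had 1 and 28 counts (at least 7.83-fold higher). PNPT1P1, BPIFB1 and IL1R2 had 0 and 19 counts each (at least 5.32-fold higher), and CDNF and AC068657.2 had 0 and 17 (at least 4.76-fold). In WT, DZIP1L had 19 and 14 counts and HOXA5 11 and 12. The 5 largest changes were taken among genes with an adjusted p under 0.05 in edgeR's test on the reads, which compares those libraries only. A mean count of at least 10 and the same direction in both columns were also required. In K450/451R, they were rises of EHMT1 and DZIP1L and falls of RNA5-8SP3 from 59 counts to 1 (at least 23.4-fold lower), RNA5-8SP2 from 63 to 3 (at least 25.0-fold lower) and RNA5-8SP6 from 101 to 6. These are annotated copies of 5.8S ribosomal RNA, whose reads can be split with other copies, and RNA5-8SP3 matches a ribosomal DNA contig at 82.5% identity. By the same rule, the 5 largest changes in WT were rises of EHMT1 and, from 10 to 38 counts, of STARD13, and falls of XKR9 from 35 to 5, NKAIN1 from 38 to 6 and PSMA6P2 from 43 to 7 counts. These libraries have no replicates, so no p is given per gene.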

(D) qRT-PCR for *LIPT2* and *FRMPD2* mRNA expression in WT or K450/451R stable cells. (E) GSEA for the enrichment of hallmark gene sets in endogenous EHMT1-regulated genes in comparison with WT or K450/451R-regulated genes ( $P < 0.05$ ).

# Supplementary material for: Demethylation of EHMT1/GLP Protein Reprograms Its Transcriptional Activity and Promotes Prostate Cancer Progression
**Source:** Cancer Res Commun. 2023 Aug 31;3(8):1716–30. doi: 10.1158/2767-9764.CRC-23-0208
**Supplement:** Figure S7 — shows that K450/451R mutant-induced expression of PP1R14C can be diminished by silencing E2F1.

**A**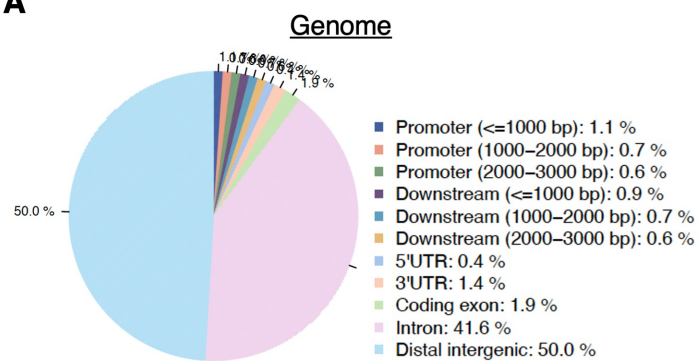**B**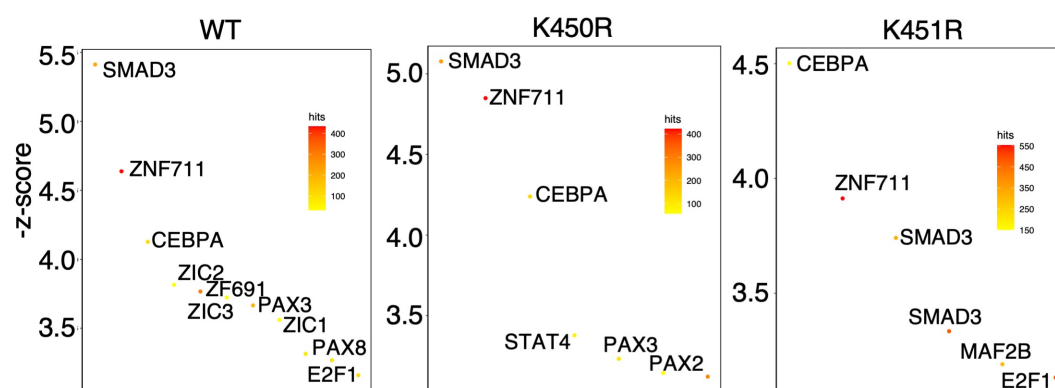**C**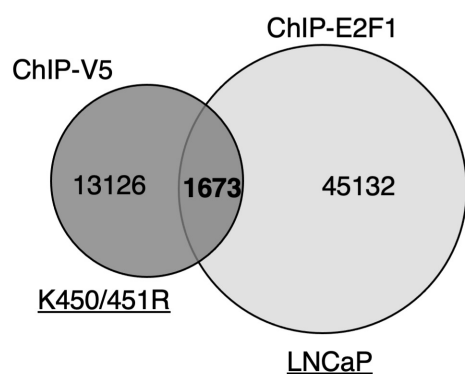**D**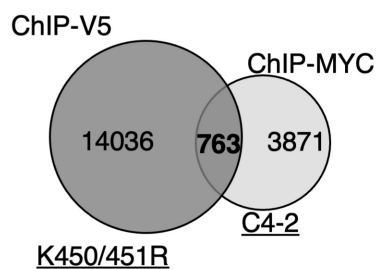**E**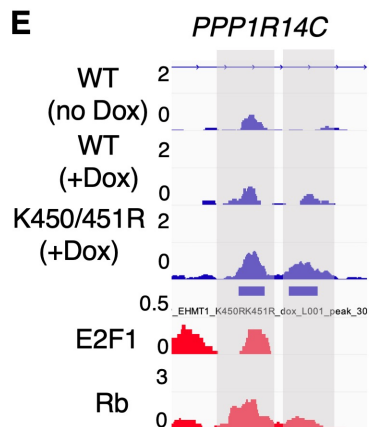**F**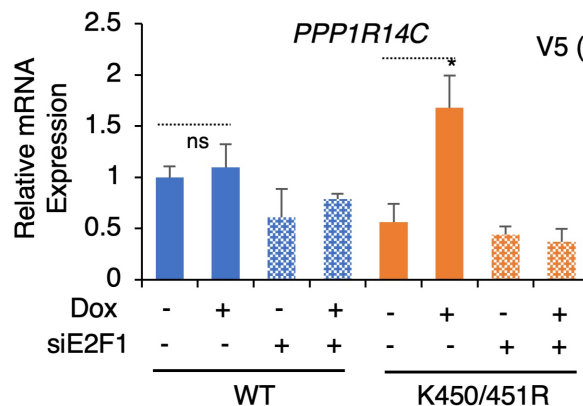**G**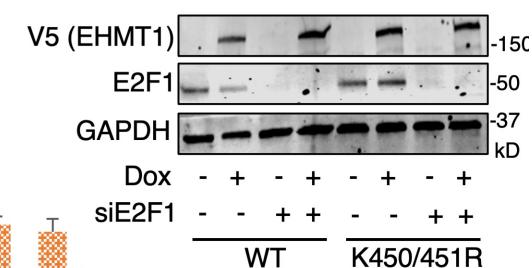

**Supplementary Figure S7. K450/451R mutant-induced expression of *PP1R14C* can be diminished by silencing E2F1**

(A) Chromatin distribution of regulatory regions. (B) Motif enrichment analyses of V5 (EHMT1) binding sites at WT, K450R, or K451R-expressing cells. (C, D) Venn diagrams for binding sites of K450/451R mutant versus published E2F1 binding sites (GSE154192) (C) or MYC binding sites (GSE179688) (D). (E) Genome browser view for two EHMT1-K450/451R specific binding peaks located within *PP1R14C* gene loci. (F, G) WT or K450/451R cells were pretreated with doxycycline and transfected with siNTC or siE2F1 for 3d, and then subjected to qRT-PCR for *PPP1R14C* mRNA expression (F) and immunoblotting for indicated proteins (G).

# Supplementary material for: Demethylation of EHMT1/GLP Protein Reprograms Its Transcriptional Activity and Promotes Prostate Cancer Progression
**Source:** Cancer Res Commun. 2023 Aug 31;3(8):1716–30. doi: 10.1158/2767-9764.CRC-23-0208
**Supplement:** Figure S8 — shows that Mass-spectrometry analysis on 3xMBT-purified proteins in PCa cells treated with LSD1 inhibitor.

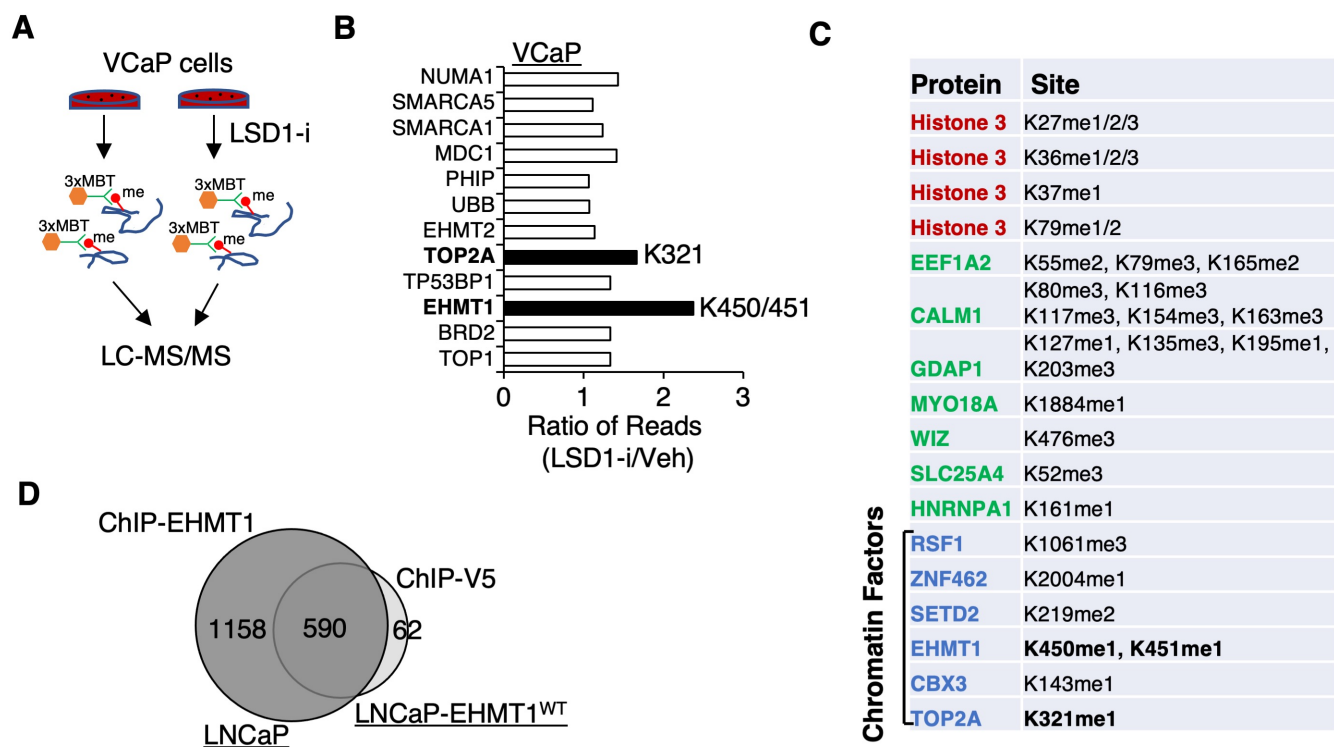

**Supplementary Figure S8. Mass-spectrometry analysis on 3xMBT-purified proteins in PCa cells treated with LSD1 inhibitor**

(A, B) VCaP cells treated with or without pargyline (1mM, 24h) were subjected to the 3xMBT peptide pull-down assay, followed by mass-spectrometry analysis (A). Top-ranked proteins with increased binding affinity to 3xMBT peptides were shown (B). (C) List of the identified methyl-lysine residues in 3xMBT interacted proteins. (D) The Venn diagram for ChIP-EHMT1 peaks in parental LNCaP cells in comparison with ChIP-V5 peaks in LNCaP cells expressing EHMT1-WT.

How the deposited data were processed for this re-analysis (not part of the article)

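Gene expression was measured by RNA-seq in 20 samples of the LNCaP prostate cancer line. They comprise 2 siEHMT1 and 2 siNTC samples, and 16 columns from 4 stable lines (WT, K450R, K451R and K450/451R EHMT1) treated with vehicle (Veh) or doxycycline (Dox), numbered 1 and 2 in each of 8 conditions. The authors deposited 2 tables of raw counts, the whole number of reads counted on each Ensembl gene, without normalization. According to the paper, libraries were made from total RNA with a stranded kit, sequenced as single-end reads on a NextSeq 2000 and mapped to hg19, and expression was quantified with limma. The aligner, the counting program, the annotation release and the use of strand are not named in the paper's text. Every column was matched to a sample by its name. For the stable lines, the sample labels give 0.25 µg/mL of doxycycline and the paper 0.1 to 0.5 µg/mL.

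Gene positions were taken from GENCODE release 44 annotation on GRCh37, in which 55538 of the gene identifiers were found. The computation used R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, fgsea 1.28.0 and Seurat 5.3.0, together with BLAST+ 2.17.0+ and samtools 1.23.1. The counts were normalized by TMM, filtered with edgeR's default filter by group and tested with its quasi-likelihood method. This left 14532 genes for the siRNA samples and 13765 for the stable lines. The siRNA samples were fitted alone and the 8 stable-line conditions together. Both the current default of edgeR's quasi-likelihood method and its legacy version were run. The scripts first used the legacy version and were switched to the default after output had been seen; the default was kept. Genes were counted at the paper's cutoff of 2-fold and an unadjusted p under 0.05, and at a Benjamini-Hochberg adjusted p under 0.05. The difference between the Dox effects of lines was tested as an interaction.

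Before samples were averaged, the columns of each condition were compared by a chi-square over genes with at least 20 summed counts. The chi-square per degree of freedom was 61.6 for siNTC and 13.4 for siEHMT1, and 6.58 and 6.17 without 2 pseudogenes that resemble ribosomal RNA. In the stable lines it lay between 0.995 and 1.02, which is the level of counting noise. Each stable-line pair was therefore counted as 1 sample, so no per-gene p-values are given for Dox against Veh within a line. Where the 4 lines serve as replicates of the Dox effect, adjusted p-values are given. The design set before the data were examined treated the columns as replicates. It was kept for the counts of genes at the cutoff, as a test on the reads that compares those libraries, not the conditions. Replicate numbers come from the sample labels, which number the samples of each group 1 and 2. A fit with this number as a block was set beforehand as an alternative.

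The total counts were 5593400 to 12438006 per siRNA sample and 4168199 to 6272708 per stable-line column, or 8436791 to 12407739 per condition after summing. A gene with 3 counts or fewer was taken to be at the floor, and a fold against such a group is a lower bound computed against the floor. Shares of counts have 95% Wilson intervals, which cover counting error only.

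Gene lists were written by hand or taken from Seurat, since the hallmark, E2F/Rb, neuroendocrine and LSD1 sets were not used here. They were tested in the siRNA samples with fgsea on the signed square root of F. In the stable lines the scores serve as description only, and each list's median was placed among 10000 random lists matched on mean expression in 20 bins. The intervals of list medians are bootstrap intervals from 2000 resamples of genes. The genes named in the text are those the paper names or labels for its RNA-seq and, for each comparison, the 5 genes with the largest log2 fold change among those with an adjusted p under 0.05, a mean count of at least 10 and the same direction in both replicate pairs. Others were chosen after their values were seen and are marked so.

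Other settings chosen in advance were DESeq2, limma-voom, upper-quartile normalization, no filter on low counts, a filter of at least 1 CPM in 2 samples, the replicate block, each line fitted alone, leaving out each sample in turn and other rankings or tests of gene lists. A loess correction for GC content (span 0.5), limma-voom and the legacy method without a filter, and a mean count of at least 100 were added after the data were examined. The procedures were tested on simulated counts. Changed genes were given a log2 fold change of 2 in either direction. The dispersion was the same for all genes, 0.02 in the siRNA design and 0.002 in the stable-line design. In the siRNA design of 14286 genes, edgeR recovered 100% of 195 changed genes at the cutoff and 98.5% at an adjusted p under 0.05, with 53 and 5 unchanged genes called. In the stable-line design of 13420 genes, it recovered 100% of 197 changed genes at the cutoff, with 53 unchanged genes called. The stable-line columns were drawn independently here, not as parts of one library. These recoveries hold for changes of the simulated size and do not show how many smaller changes would be found. A simulated pair of columns that differed by counting noise gave a chi-square per degree of freedom of 1.02 over 13087 genes, and an overdispersed pair gave 4.90 over 13100 genes. The samples treated with siEHMT2 or UNC0642 and the ChIP-seq data were not analysed here.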

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

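In this part, only the comparison of the lowest Veh and highest Dox libraries between lines was chosen after the result was seen.

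The Dox effect differed between WT and K450/451R for 840 genes, by the interaction test on the reads at 2-fold and an unadjusted p under 0.05. This drew attention because effects under the same contrast differ between lines by a test of the difference. The test takes the columns of 1 library per condition as replicates, so it compares 4 libraries. If the difference came from differences between libraries unrelated to the dual mutation, other pairs of lines could differ by as many genes. The numbers for the 6 pairs were 840 for WT and K450/451R, 725 for K450R and K450/451R, 682 for K451R and K450/451R, 664 for WT and K450R, 642 for WT and K451R and 569 for K450R and K451R. The pair of WT and K450/451R thus had rank 1 of 6. Without replicates of any line this order cannot be told apart from library differences.

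A further test took the other 3 lines as replicates of the Dox effect. K450/451R set apart from them gave 5 genes with an adjusted p under 0.05, against 23 for WT, 6 for K450R and 8 for K451R set apart in the same way. At an unadjusted p under 0.05 and 2-fold the order was different, with 314 genes for K450/451R, 207 for WT, 125 for K450R and 138 for K451R. At an unadjusted p under 0.05 alone, the numbers were 1022, 980, 482 and 401. K450/451R thus ranked last by the adjusted count and first by the other counts. One arm of each test is a single line, so the adjusted counts are small in all of them and do not show whether K450/451R stands apart.

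Upregulation in K450/451R could also come from a low Veh library. Of the 329 genes called higher, 121 (36.8%) had the K450/451R Veh library as the lowest of the 8 libraries while its Dox library was not the highest. The opposite held for 81 genes (24.6%), both held for 85 and neither for 42. These genes were selected for a higher level with Dox than with Veh in the same line, so a low Veh or a high Dox library is partly built in. Counted with the overlap, the own Veh library was the lowest for 206 genes (62.6%) and the own Dox library the highest for 166 (50.5%). For the upregulated genes of WT, K450R and K451R, the own Veh library was the lowest for 89 of 166, 145 of 250 and 113 of 194 genes, and the own Dox library the highest for 76, 107 and 90. No test was made of these differences in share, and an effect of the Veh library cannot be told apart from an effect of Dox. A biological effect of replacing both lysines remains a hypothesis that these libraries do not separate from the technical ones.

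The mitochondrially encoded mRNAs moved in opposite directions between lines. Their median log2 fold change with Dox was 0.70 in K450R, where all 11 genes tested were higher. It was −0.61 in WT, −0.80 in K451R and −0.59 in K450/451R, and the difference between lines was not tested. A candidate explanation is the share of mitochondrial RNA in each library. MT-RNR2, a mitochondrial ribosomal RNA, was at 111400 CPM with Veh and 127700 with Dox in K450R, while it fell from 121100 to 89640 in WT, from 135200 to 89840 in K451R and from 109800 to 66460 in K450/451R. Over the 8 libraries, MT-RNR2 and the mean log2 CPM of the mRNAs had a Spearman rho of 0.881 (exact permutation test, two-sided, p = 0.00724) and a Pearson r of 0.779 (exact permutation test, p = 0.0211). Without the 2 libraries farthest from the median of MT-RNR2, r was 0.770. This was the only relation of its kind computed, so no adjustment applies, and the labels give no batch within which to repeat it. MT-RNR2 is itself mitochondrially encoded, so a positive rho would be found whatever moved the mitochondrial transcripts. The relation shows that the ribosomal RNA moved with the mRNAs, and it does not separate sample handling from a change in the cells.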

How the results depend on the processing

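The settings named as added were chosen only after the result was seen.

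For results that answer a comparison, 132 of the values under alternatives kept their direction and stayed near the first value, 87 moved and 3 reversed. Among the other values, 427 stayed, 23 moved, 15 became weaker, 9 stronger and 12 reversed. The cause was not tested for any of these changes unless a value is given for it. The numbers of genes at the cutoff moved most, and they depend on how genes with low counts enter.

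In the siRNA samples, 59 genes were lower, 127 higher and 19 had an adjusted p under 0.05. With DESeq2, 19 were lower and 46 higher. With no filter, 137 were lower, 288 higher and 12 had an adjusted p under 0.05. With limma-voom without a filter (added), 22 were lower and 33 higher. With the replicate block, 118 genes had an adjusted p under 0.05, and 199 with the replicate block and GC correction together (added).

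In the stable lines, 166 genes were higher and 221 lower in WT, and 329 higher and 218 lower in K450/451R. In K450R 463 and in K451R 403 were past the cutoff. The Dox effect differed from WT for 664, 642 and 840 genes in K450R, K451R and K450/451R, and 39, 38 and 44 genes were shared with WT in the same direction. The quantities that changed by more than 1.5 times follow for each setting. With DESeq2, WT had 95 and 132, K450R 285, K451R 263, the differences from WT were 335, 324 and 481, and the shared genes 18, 19 and 15. With no filter, WT had 766 and 837, K450/451R 1197 and 976, K450R 1451, K451R 1434, the differences were 1463, 1449 and 1901, and the shared genes 142, 139 and 196. With at least 1 CPM in 2 samples, WT had 323 and 412, K450/451R 647 and 434, K450R 788, K451R 722, the differences were 1007, 983 and 1271, and the shared genes 63, 65 and 83. With limma-voom without a filter (added), WT had 1878 and 1304, K450/451R 1771 and 1921, K450R 2567, K451R 3314, the differences were 4024, 4078 and 4529, and the shared genes 287, 331 and 369. With edgeR's legacy method without a filter (added), WT had 494 and 557, K450/451R 874 and 706, K450R 970, K451R 978, the differences were 1208, 1200 and 1614, and the shared genes 79, 76 and 113. With a mean count of at least 100 (added), WT had 2 and 3, K450/451R 2 and 3, K450R 9, K451R 12, the differences were 12, 13 and 12, and the shared genes 3, 3 and 2. With each line fitted alone, K450R had 279, and the shared genes were 21, 17 and 20. With the replicate block, K450R had 465 and K451R 407 genes, and the difference between K450/451R and WT was 844. The deviations of same-numbered columns correlated at 0.0310 or more weakly in K450R, K451R and WT and at 0.0408 in K450/451R (Pearson).

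The median WT log2 fold change of the K450/451R-upregulated genes was −0.00083. It was 0.41 with limma-voom without a filter (added), where the genes lower in K450/451R had the same WT median of 0.41, so that this value is an offset of the setting and not a rise of these genes. It was 2.31 with a mean count of at least 100 (added), where 2 genes were left. Across the fits that each left out one column it lay between −0.016 and 0.073. The median of the E2F list lay between 0.0059 and 0.040 in WT and between 0.031 and 0.058 in K450/451R when one column was used alone. The NES of the mTORC1 list in K450/451R was −2.83, and −1.45 with genes ranked by log2 fold change. The Spearman correlation of the siEHMT1 effect with the Dox effect in K450/451R was −0.00572, and 0.0162 for genes with a mean count of at least 100 in both tables.

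The NES of the E2F list for siEHMT1 was 0.628. It reversed to −0.370 with genes ranked by log2 fold change and to −0.708 after the GC correction (added). In WT, ranking by log2 fold change reversed the NES of E2F from −0.861 to 0.784, S phase from −0.812 to 0.671, G2/M from 0.640 to −0.416, hypoxia from 2.08 to −0.628, mTORC1 from 2.25 to −0.592, WNT from 1.14 to −0.674 and cholesterol from 1.25 to −0.570. In K450R, E2F went from −0.846 to 0.852 by log2 fold change. In K450/451R, the androgen list went from −1.28 to 0.964 by log2 fold change. The camera value is the mean ranking statistic of the list minus that of the other genes, so only its sign compares with an NES. It was 0.145 for E2F in K450R and 0.0423 for androgen in K450/451R, both reversed in sign. For the difference from WT in K450/451R, MYC went from 0.868 to −0.661 with limma-voom's moderated statistic and G2/M from −0.912 to 0.597 by log2 fold change.

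Depth limits the genes with few reads. In K450/451R, 79.3% of the upregulated genes had a mean count under 20 per column. The counts of genes at the cutoff were not computed with a sample left out. For this check alone, it was set in advance to compute only the log2 fold change when leaving out a sample reduces an arm to 1. A crossed pairing of the siRNA samples was not run, because the correlation of same-numbered samples was −0.00226, not below the limit set for it.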

Differences from the paper's values

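The comparisons in this part were set before the data were examined, apart from the settings named as chosen after seeing the values.

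The numbers of genes at the cutoff in the Venn diagrams, read by eye, were larger than those found here. For WT, the paper has about 530 genes higher and about 670 lower with Dox in Fig. 5A, against 166 and 221 here. For K450/451R, it has about 870 higher and about 760 lower in Fig. 5A, against 329 and 218. The genes shared by WT and K450/451R are about 71 higher and about 57 lower in Fig. 5A, against 28 and 16. For K450R, Fig. S6A has about 710 higher and about 610 lower, against 250 and 213, and about 53 higher and about 84 lower genes shared with WT, against 20 and 19. For K451R, Fig. S6B has about 640 higher and about 700 lower, against 194 and 209, and about 47 higher and about 85 lower genes shared with WT, against 11 and 27.

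Of the alternatives set before the data were examined, the analysis without a filter on low counts came within 1.5 times of the paper's number for 12 of these 14 values. The exceptions were the genes shared by WT and K450/451R, 107 higher and 89 lower. With a filter of at least 1 CPM in 2 samples, only the higher genes in K450/451R, 647, came within that range. DESeq2, limma-voom, upper-quartile normalization, the replicate block and each line fitted alone closed none of the 14 gaps. The legacy quasi-likelihood method without a filter, which was chosen after seeing the values, closed 10. The exceptions were the genes shared with WT in K450R, 34 higher and 45 lower, and in K451R, 26 higher and 50 lower. Limma-voom without a filter and a mean count of at least 100, both chosen after seeing the values, closed none.

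The paper lists E2F targets among the gene sets activated by EHMT1 in LNCaP cells (Fig. 2C). Here the NES of the hand-written E2F list for siEHMT1 against siNTC was 0.628, where activation by EHMT1 would give a negative score. It was −0.370 with genes ranked by log2 fold change and −0.708 with the GC correction chosen after seeing the values. Neither had an adjusted p under 0.05 (1 and 0.971, fgsea). Fig. 2C also places the androgen response on the EHMT1-activated side, and here the NES of the androgen list was 1.39 (adjusted p = 0.113, fgsea). The lists are not the hallmark sets.

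Fig. 5C places the G2/M set among the upregulated sets in K451R and K450/451R. Here the NES of Seurat's G2/M list was −1.27 and −1.01, and its median log2 fold change −0.094 and −0.027. The K451R median lay above 0.3% of random lists matched on expression and the K450/451R median above 45.7%. By its median, the G2/M list was thus lower in K451R and showed no shift in K450/451R. The paper describes the program activated by the dual mutant as similar to that activated by endogenous EHMT1 (Fig. 5D). Here the Spearman correlation between the effects of siEHMT1 and of Dox in K450/451R was −0.00572 across genes, and the genes lowered by siEHMT1 had an NES of −1.29 in K450/451R, where similarity would give a positive one. The evidence from the lowered genes is mixed. The set includes AC010970.2 and CTD-2328D6.1, the pseudogenes that resemble ribosomal RNA, and its NES was not computed without them. For the genes lowered in the fit with the replicate block, which include both pseudogenes, the NES was −1.24. Their median log2 fold change was 0.084, above 61.3% of random lists. The genes raised by siEHMT1, which similarity would lower with Dox, had an NES of 1.27 in K450/451R and 1.30 with the block. Both scores go against similarity. The medians of the raised genes were 0.054 and 0.12, above 38.1% and 60.9% of random lists. The MYC list moved in the direction the paper describes, with an NES of −2.20 for siEHMT1 and 1.77 in K450/451R. Its NES was also positive in WT (1.32), K450R (1.03) and K451R (1.64). Set against WT, the MYC list in K450/451R had an NES of 0.868, and of −0.661 with limma-voom's moderated statistic. The median of this difference was 0.087. The mTORC1 list was lower with siEHMT1 and in K450/451R (−2.17 and −2.83).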

Other observations

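In this part, the comparison of the columns with a single library, the values without the pseudogenes or the top 1% of genes, the comparison between Veh libraries, the match to ribosomal DNA, the GC relation after the correction and the ATF4 list are tests that were chosen only after the result was seen.

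The columns numbered 1 and 2 of each stable-line condition differed by counting noise only. If they were parts of one library, the chi-square per degree of freedom would be near 1 in all 8 conditions and the ratio of their totals nearly the same. The largest of the 8 values was 1.017, and the ratio of the second total to the first lay between 1.0217 and 1.0241. Low depth is not the reason: the siRNA pairs, thinned to 4873900 counts, still gave 6.825 for siEHMT1 and 36.66 for siNTC. Without AC010970.2 and CTD-2328D6.1, which add most to these values, the thinned pairs gave 3.60 and 5.13, and without the 1% of genes that add most they gave 2.09 and 2.12. The columns may therefore be parts of one library per condition, and then the number of independent samples is 1. The paper does not report such a structure.

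The numbers of genes at the cutoff for Dox against Veh were 387 in WT, 463 in K450R, 403 in K451R and 547 in K450/451R, with a median of 433. The Veh libraries of the lines differed from one another by a median of 449 genes at the same cutoff (318 to 515 for the 6 pairs). The 3 pairs with the K450/451R Veh library gave 514, 503 and 515 genes, and the other 3 pairs gave fewer, with a median of 323. Differences between libraries unrelated to Dox could thus give numbers of this size for K450/451R, whose Veh library stands apart, and less so for the other lines. Differences between lines are part of the Veh comparison. Among 9145 genes with a mean count of at least 100 per library, the SD of the log2 difference between Dox and Veh was 0.21 in WT, 0.24 in K450R, 0.24 in K451R and 0.25 in K450/451R, and between Veh libraries it lay between 0.19 and 0.24. A second test simulated libraries with no Dox effect and with the dispersion found between the siRNA replicates. Over 10 simulations they gave a median of 184.5 genes (at most 215), fewer than any of the 4 lines. With no replicates of the stable lines, their own library noise cannot be told from this comparison.

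Some genes changed with Dox in the same direction across the lines. With the lines as replicates, 4 Dox against 4 Veh libraries, edgeR's quasi-likelihood test gave 295 genes with an adjusted p under 0.05, 83 higher and 212 lower. Of the 8 splits of these libraries that part the Veh and Dox library of each line, 1, the real one, gave as many. The other splits gave 0 to 18 genes, with 275 to 1352 genes at an unadjusted p under 0.05 against 2023 in the real split. With 8 splits the share is never under 0.05, so chance cannot be ruled out by this count. The genes named next were chosen after their values were seen, and each changed in the stated direction in 4 of 4 lines. EHMT1 had a log2 fold change of 3.23. MALAT1 (−0.92, adjusted p = 7.15e-09 from edgeR's test), NEAT1 (−1.55, adjusted p = 6.50e-08), HILPDA (−0.94), VEGFA (−0.43) and ENO2 (−0.39) were lower. MYC (0.47, adjusted p = 3.95e-05 from the same test) and DUSP4 (0.48) were higher. ENO2 also had a negative log2 fold change with siEHMT1 (−0.49), so it was lower both where EHMT1 was silenced and where it was raised. For MYC the directions were opposite, with −0.28 with siEHMT1. Neither siEHMT1 change had an adjusted p under 0.05 by edgeR's test. There is no line treated with Dox without an EHMT1 construct among the stable-line samples, so an effect of Dox itself cannot be told from an effect of raised EHMT1.

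A candidate explanation for the Dox changes other than EHMT1 is that doxycycline raises ATF4 target genes, as in a stress response. It predicts that the hand-written list of ATF4 targets rises in all 4 lines. The median of the ATF4 list was higher with Dox in 2 lines, WT (0.052) and K451R (0.095), and fell in K450R (−0.020) and K450/451R (−0.012), so the prediction was not met. Against random lists matched on expression, however, the median lay above 88.5% of them in WT, 62.3% in K450R, all in K451R and 91.8% in K450/451R. Of the list's genes, 7 had an adjusted p under 0.05 for Dox over the 4 lines by edgeR's test. Only PSAT1 was higher (0.29), while ATF4 itself (−0.22, adjusted p = 0.0498), ATF3 (−0.37), NUPR1 (−0.34), DDIT3 (−0.28), DDIT4 (−0.28) and SLC3A2 (−0.24) were lower, which goes against the explanation.

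The Dox effects of the mutant lines were more like one another than like that of WT. The Spearman correlation was taken across the 9145 genes with a mean count of at least 100 per library. It was 0.359 for K451R and K450/451R, 0.274 for K450R and K451R and 0.236 for K450R and K450/451R. It was 0.123 for WT and K450R, 0.122 for WT and K451R and 0.0306 for WT and K450/451R. Over all genes tested, the correlation with WT was 0.0963 for K450R, 0.103 for K451R and 0.0298 for K450/451R. No biological explanation was tested for this order, and genes are not independent replicates.

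AC010970.2 and CTD-2328D6.1 differed more between the siNTC samples than most genes did between treatments. Both may collect ribosomal RNA left in total RNA libraries. AC010970.2 matches the ribosomal DNA contig GL000220.1 over its whole length with 89.24% identity, and the matched segment is 1869 nt long, as is the RNA18SN gene. CTD-2328D6.1 matches the same contig with 97.7% identity. The ratio of siEHMT1 to siNTC at these loci is consistent with a difference in ribosomal RNA content between single libraries.

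The difference between the siNTC samples was related to GC content across genes (Spearman −0.272), with a GC value for 98.1% of the genes tested. If GC bias made the calls for siEHMT1 against siNTC, a correction for it would remove most of them. After a loess correction in each library, 180 genes were past the cutoff, of which 174 were among the 186 called without it. The correction took out most of the relation: the Spearman correlation with GC went from −0.272 to −0.0219 for the difference between the siNTC samples and from 0.192 to 0.0137 for the log2 fold change of siEHMT1 against siNTC. Most of these calls thus do not depend on the part of the GC relation that was taken out.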
